# RNA-Sequencing, Physiological and RNAi Analyses Provide Insights into the Response Mechanism of the *ABC*-Mediated Resistance to *Verticillium dahliae* Infection in Cotton

**DOI:** 10.3390/genes10020110

**Published:** 2019-02-01

**Authors:** Qi Dong, Richard Odongo Magwanga, Xiaoyan Cai, Pu Lu, Joy Nyangasi Kirungu, Zhongli Zhou, Xingfen Wang, Xingxing Wang, Yanchao Xu, Yuqing Hou, Kunbo Wang, Renhai Peng, Zhiying Ma, Fang Liu

**Keywords:** cotton, *Verticillium* wilt, *Verticillium dahliae*, oxidant and antioxidant enzymes, immunity, virus induced gene silencing, ATP-binding cassette *(ABC)* proteins

## Abstract

*Verticillium* wilt that is caused by *Verticillium dahliae,* does result in massive annual yield losses and fiber quality decline in cotton. Control by conventional mechanisms is not possible due to a wide host range and the longevity of dormant fungi in the soil in the case of absence of a suitable host. Plants have developed various mechanisms to boost their immunity against various diseases, and one is through the induction of various genes. In this research, we carried out RNA sequencing and then identified the members of the adenosine triphosphate (ATP)-binding cassette (ABC) proteins to be critical in enhancing resistance to *V. dahliae* infection. A total of 166 proteins that are encoded by the *ABC* genes were identified in *Gossypium raimondii* with varying physiochemical properties. A novel *ABC* gene, *Gorai.007G244600* (ABCF5), was found to be highly upregulated, and its homolog in the tetraploid cotton *Gh_D11G3432* (ABCF5), was then silenced through virus induced gene silencing (VIGS) in *G. hirsutum*, tetraploid upland cotton. The mutant cotton seedlings ability to tolerate *V. dahliae* infection was significantly reduced. Based on the evaluation of oxidant enzymes, hydrogen peroxide (H_2_O_2_) and malondialdehyde (MDA) showed significantly increased levels in the leaves of the mutant compared to the wild type. In addition, antioxidant enzymes, peroxidase (POD), catalase (CAT), and superoxide dismutase (SOD) concentrations were reduced in the mutant cotton leaves after treatment with *V. dahliae* fungi as compared to the wild type. Moreover, expression levels of the biotic stress genes, cotton polyamine oxidase (*GhPAO*), cotton ribosomal protein L18 (*GhRPL18*), and cotton polygalacturonase-inhibiting protein-1 (*GhPGIP1*), were all downregulated in the mutant but they were highly upregulated in the various tissues of the wild cotton seedlings. This research has shown that *ABC* genes could play an important role in enhancing the immunity of cotton to *V. dahliae* infection, and thus can be explored in developing more resilient cotton genotypes with improved resistance to *V. dahliae* infection in cotton.

## 1. Introduction

*Verticillium* wilt is a serious vascular disease that is often compared to other viral diseases of both animals and human alike; it is caused by the soil-borne fungus known as *Verticillium dahliae* [1]. The virulent nature of the fungus is so high with a diverse host range of more than 400 plant species, including a number of economically important crops, such as cotton and other food crops [2]. The fungus that causes *V.* wilt in plants can survive for long periods of time in the soil as microsclerotia in the absence of a suitable host [3]. The fungus get its entry point into the plants through the roots, and it then spreads through the xylem vessels, upon infection, it undergoes rapid multiplication, and spread to shoots and leaves of the infected plant. The prolific growth of the fungus within the xylem vessels affects the plants ability to transport water and nutrients. [4]. In cotton, the disease infection is seen at relatively early stages of plant development, though the symptoms become more severe after flowering. On the cotton plants, the symptoms are necrotic lesion on the leaf, stunted growth, premature defoliation, discoloration of the vascular system, ball abortion, and even plant death [5].

Cotton is the number one textile indispensable source of raw materials [6]. Its growth and production has been hampered by fungus infection. It is estimated that the losses incurred due to disease infection is extremely high in major cotton growing regions, which is due to no remedy once the disease occurs [7]. Several attempts have been made to developed resistant cotton cultivars using resistant germplasm, such as *Gossypium barbadense,* also known as the Egyptian or pima cotton [8]. However, little progress has been achieved so far due to hybrid breakdown and sterility in the interspecific crosses [8]. Some farming practices, such as crop rotation, has not yielded much, due to the persistent nature of the microsclerotia in soil and the lack of an effective chemical means of combating the pathogens [4]. The only remedy to solve the problem of the disease is through the identification and utilization of disease-resistance genes [9,10,11,12]. Other proteins that are encoded by disease resistance genes, such as the myeloblastosis (MYB) transcription factors [13], mitogen-activated protein kinases [10], major latex proteins [14], WRKY transcription factors [15], polyamine oxidases, subtilase [16], receptor-like kinase [17], and BRI1-associated receptor kinase [18], have been found to have a profound effect on enhancing resistance to *V. dahliae* infection in cotton.

Being the fungus targets the transporting channel, several transporter proteins have been found to have a functional role in enhancing biotic and abiotic stress tolerance, for instance, adenosine triphosphate (ATP)-dependent binding cassette transporter G family member16 has been found to enhance resistance to virulent bacterial pathogen *Pseudomonas syringae* which blocks the functioning of the plant guard cell [19,20]. Moreover, the ATP-binding cassette (ABC) transporter superfamily is one of the largest protein families with wide distribution in both lower and higher organisms [21]. The ABCs are mainly responsible for the uptake of nutrients, such as amino acids, sugars, fatty acids, and essential metals in plants [22], while in humans, the ABC exporters mediate the export of lipids, vitamins, proteins, carbohydrates, and cholesterols [23]. The ABC transporter families are categorized into different sub groups that are based on their structural features, namely, the pleiotropic drug resistance (PDR), multidrug resistance (MDR), and multidrug resistance associated protein (MRP) [24]. These proteins have been found to have a functional role in plants in enhancing both the biotic and abiotic stress factors.

The ABC transporter has three structural types, including full-molecular transporters, semi-molecular proteins, and soluble transporters. The full-molecule ABC transporter has two nucleotide-binding domains (NBDs) and two transmembrane domains (TMDs), while the half-molecular transporter contains only one transmembrane domain and one nucleotide binding domain, the third structural type has only the nucleotide binding domain, but no transmembrane domain, it is also known as the soluble protein type [25]. Most ABC transporters bind to adenosine triphosphate (ATP) and they release energy by hydrolyzing ATP to regulate the transmembrane transport of the substance [26]. The functions of the *ABC* genes have been investigated in various plants such as rice [27], Arabidopsis [28], tobacco [29], and soybean [30]. Studies have confirmed that *ABC* transporters play important roles in plant pathogenic microbial responses [31], nutrient transport in plant-microbial symbiotic interactions [32], the regulation of heavy metals [33], and the transport of secondary metabolites [34], and even in the transport of plant hormones and exogenous chemicals [35]. Based on the broader roles of the plant ABCs, no information has been made available on their role in cotton in relation to *Verticillium* wilt. There are few reports on the identification and prediction of cotton *ABC* transporters. Therefore, understanding the composition of the cotton *ABC* transporter gene family and its expression in the pathogen-plant interaction process is particularly important to further reveal its transport of nutrients in plant immunity and its interaction with microorganisms. Based on our transcriptome data of wild cotton and the previous sequencing of *G. raimondii*, we selected three cotton diploid wild species with varying sensitivity to *Verticillium dahliae* infection. *Gossypium thurberi, Gossypium trilobum,* and *Gossypium raimondii*. *G. thurberi* has been found to have higher resistance ability to *V. dahliae* infection, while *G. trilobum* has a relatively mild resistance [36]. Being the two wild cotton species of the D genome has not been sequenced; *G. raimondii* was applied as the reference genome. Concretely, the *ABC* transporter in D genome wild cotton was identified and its function was studied. The outcome of this research not only lays the foundation for the study of the role of the *ABC* genes, but also provides a reference for future studies on the mechanism of the *ABC* genes in enhancing autoimmune to *Verticillium dahliae* in cotton.

## 2. Materials and Methods

### 2.1. Plant Materials, Growth Conditions and Innoculation with *V. dahliae*

Three accessions, D1-5, D5-lz, and D8-7, representing three wild diploid species in *Gossypium* of the D genome, *G. raimondii* (D_5_)*, G. trilobum* (D_8_), and *G. thurberi* (D_1_), respectively, were used in this study. Some of them are known to harbor some vital genes that enhance resistance to *V. dahliae*, while *G. raimondii* is known to be highly susceptible to *V. dahliae* infection [37]. The plant materials were obtained from the National Wild Cotton Nursery, which is located in Sanya City, Hainan Island, China, which is managed by the Institute of Cotton Research, Chinese Academy of Agricultural Sciences (ICR-CAAS). The cotton seeds were delinted by the use of sulfuric acid, sterilized by using 1% of sodium hypochlorite for 15 min, and then washed with sterilized water three times to ensure that the seeds were free of pathogens. To ensure maximum germination, a small slit was made on the seed coat, and they were then pre-germinated in the incubator using sterilized moist filter paper for 2–3 days until the radicle was approximately 1 cm long and the condition of the incubator was set at 28 °C with > 90% ambient humidity. The seedlings were then transplanted into sterilized vermiculite filled in small conical pots, with dimensions of 5 cm bottom region, 7 cm top region, and 8 cm in depth, and at one true leaf stage, the plants were inoculated with 8 mL suspension of *V. dahliae* at 1 × 10^7^ conidia per mL [38]. The infectious nature of the *V. dahliae* on the leaf, stem, and root tissues of the three cotton seedlings was monitored, the leaf and stem tissues were examined after 25 days of post inoculation (dpi) of the seedlings at one true leaf stage, while the root tissues were examined by applying green fluorescent protein (GFP). The samples were then taken at 0 h, 12 h, and 48 h for RNA sequencing and physiological parameters evaluation, while for quantitative real-time PCR (RT-qPCR) analysis, the samples were collected at 0 h, 12 h, and 48 h. The virulent *V. dahliae* strain T5 [39] and *V. dahliae* with green fluorescent protein Vd-GFP [17] were provided by the Cotton Genetics and Breeding Laboratory of Hebei Agricultural University, Henan province, China.

### 2.2. RNA Isolation, Library Construction and Sequencing

The leaf, root, and stem tissues of the three cotton species were sampled for RNA-seq analysis with a total of 81 samples. To simplify the description, we designated three replicates of the samples for RNA sequencing corded, as follows; for *G. raimondii*, root samples (Gr_0R, Gr_12R, Gr_48R), stem (Gr_0S, Gr_12S, Gr_48S), and the leaf (Gr_0L, Gr_12L, Gr_48L), *G. thurberi* root (Gth_0R, Gth_12R, Gth_48R), stem (Gth_0S, Gth_12S, Gth_48S), and the leaf (Gth_0L, Gth_12L, Gth_48L); and finally, for the *G. trilobum* root (Gtr_0R, Gtr_12R, Gtr_48R), stem (Gtr_0S, Gtr_12S, Gtr_48S), and the leaf (Gtr_0L, Gtr_12L, Gtr_48L). Total RNA for the samples was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA), as per the manufacturer’s protocol. The total RNA quantity and purity were analysis of Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA) and RNA 6000 Nano Lab Chip Kit (Agilent, Santa Clara, CA, USA) with RIN number >7.0. Approximately 10 µg of total RNA representing a specific adipose type was subjected to isolate Poly (A) mRNA with poly-T oligo attached magnetic beads (Invitrogen, Carlsbad, CA, USA). Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. Subsequently, the cleaved RNA fragments were reverse-transcribed to create the final cDNA library in accordance with the protocol for the mRNA Seq sample preparation kit (Illumina, San Diego, CA, USA), and the average insert size of the paired-end libraries was 300 bp (±50 bp). We performed the paired-end sequencing on an Illumina Hiseq4000 at the (LC Sciences, Mundelein, IL, USA), following the vendor’s recommended protocol.

### 2.3. Oxidant and Antioxidant Enzyme Assays

From each of the three cotton species, *G. raimondii, G. thurberi,* and *G. trilobum,* fresh leaves were harvested at 0 h, 12 h, and 48 h of post inoculation. The fresh leaf samples of 0.5 g were ground and vortexed into fine powder in a mortar containing 1.5 mL of 50 mM sodium phosphate buffer solution with pH of 7.8. The buffer solution was a mixture of 2 mM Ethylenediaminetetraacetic acid (EDTA), 5 mM β-mercaptoethanol, and 4% (*w*/*v*) polyvinylpyrrolidone-40. The grounded leaf samples in a buffer solution was then transferred into 7 mL test tubes, and then shaken for the mixture to homogenized, and the homogenate was then centrifuged at 12,000 rotations per minute (rpm) for 20 min at 4 °C. After centrifuging, the upper layer (supernatant) was then pipetted and stored at −80 °C for the evaluation of oxidant and antioxidant enzyme assays. The activities of antioxidant enzymes, including peroxidase (POD), catalase (CAT), and superoxide dismutase (SOD), were measured as outlined by the guaiacol colorimetric methods, potassium permanganate titration, and NBT-illumination method, respectively [40]. In addition, two oxidant enzymes were evaluated, hydrogen peroxide (H_2_O_2_) and malondialdehyde (MDA), as outlined by Lu et al. [41]. The oxidant and antioxidant enzymes evaluation data were analyzed with ANOVA using Statistical Package for the Social Sciences (SPSS).

### 2.4. Quantitative Real-Time PCR (RT-qPCR) Analysis

Significant ABC differentially expressed genes (DEGs) were selected to synthesize cDNA using an M-MLV First Strand kit (Invitrogen) with three biological replicates. The *G. raimondii*, Gractin7 gene with the forward sequence “ATCCTCCGTCTAGACCTTG” and the reverse sequence of “TGTCCATCAGGCAACTCAT” was used for internal normalization. The primers were designed using the primer 5.0 software (Table S1). RT-qPCR was performed in iQ5 system (Bio-Rad, Hercules, CA, USA) using a 20 µL reaction mixture, including 2 µL cDNA (1:10 dilution), 10 µL of 2× TransStart Top Green qPCR SuperMix (TransGen, Beijing, China), 1.0 µL of each primer (10 µmol/µL), and 6 µL ddH_2_O. Reaction conditions were carried out with 95 °C for 10 min, followed by 40 cycles of 95 °C for 5 s, 59 °C for 15 s, and 72 °C for 30 s. The relative gene expression levels were calculated while using the 2−ΔΔCt method [42]. The expression differences between the cotton species, *G. raimondii*, *G. trilobum*, and *G. thurberi* at 0 h, 12 h, and 48 h post inoculation were analyzed by the t test.

### 2.5. RNA-Seq Data Quality Assessment and Bioinformatics Analysis

Raw sequence data for the three cotton genotypes were processed through Perl scripts that were developed by Biomarker Technologies Co. Ltd. (Beijing, China) to churn out low quality reads, the low quality reads are those reads with more than 20% of bases having Q values of less or equal to 20 or those with unknown or ambiguous sequence contents, such as N and exceeding 5%, as previously outlined by Magwanga et al. [43]. *G. raimondii* was applied as the reference genome, the genome sequences were obtained from *Gossypium*. Genomics ftp website (http://ftp.bioinfo.wsu.edu/species/Gossypium_raimondii/JGI_221_G.raimondii_Dgenome/assembly/G.raimondii_JGI_221_v2.0.assembly.fasta.gz)). The high-quality reads were mapped to the reference genome using HISAT tool [44] with default settings. Subsequently, transcripts were built by String Tie software [45] to identify the known and novel transcripts under default parameters. The fragments per kilobase of the transcript sequence per million mapped sequenced method (FPKM) was used to determine the transcript expression levels in all of the samples and the correlations among replicates [46]. The R-language Ballgown package was used to analyze the differences between the assembled and quantified StringTie genes (log 2 fold change ≥1 with P value of less than 0.05) [47]. The categories, amount of transcription factors (TFs), and the heat map were predicted using the iTAK software [48]. The RNA sequencing data can be accessible through GEO Series accession number GSE123175 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123175).

### 2.6. Functional Annotation and Enrichment Pathway Analysis of DEGs

The differentially expressed genes (DEGs) were further analyzed by carrying out gene ontology and KEGG enrichment (http://www.genome.jp/kegg/), this was done in order to functionally characterized the genes in relation to biological processes (BP), cellular component (CC), and molecular functions (MF), and or to determine the possible pathways or signal transduction pathways in which the genes could possibly be involved in. The DEGs were submitted to GO analysis of enrichment using the GO-seq R package, as per the Wallenius’ non-central hyper-geometric distribution [49], KOBAS software [50] was applied to validate the statistical enrichment of DEGs in the KEGG pathways. Finally, the MapMan software version X4 (http://MapMan.gabipd.org) was used to develop the graphical presentations of metabolism and regulatory pathways.

### 2.7. Identification of ABC Gene Family, Chromosomal Mapping and Subcellular Localization Prediction of the ABC Proteins in G. raimondii

The conserved domain of the ABC protein was downloaded using a hidden Markov model (HMM)(PF00005). To identify the ABC proteins in cotton, mainly in D genome, the HHM profile of the ABC protein was subsequently used as a query in an HMMER search (http://hmmer.org/) against the genome sequences of *G. raimondii*. *G. raimondii* and *Theobroma cacao* genomes were downloaded from Phytozome (https://www.phytozome.net/), *Arabidopsis thaliana* obtained from TAIR (http://www.arabidopsis.org/) and those of *Oryza sativa* were downloaded from the rice genome website (http://rice.plantbiology.msu.edu/) with an E-value <0.01. All of the redundant sequences were discarded from further analysis based on cluster W17 alignment results. Furthermore, SMART and PFAM databases were used to verify the presence of the *ABC* gene domains. The isoelectric points and molecular weights of the ABC proteins were estimated with the ExPASy Server tool (http://web.expasy.org/). The chromosomal distribution of the *ABC* genes was mapped on the cotton chromosomes based on gene position by mapchart 2.2 software [51]. In addition, subcellular location prediction of GrABC proteins was determined with online tools TargetP1.1 server (http://www.cbs.dtu.dk/services/TargetP/) and Protein Prowler Subcellular localization Predictor version 1.2 (http://bioinf.scmb.uq.edu.au:8080/pprowler_webapp_1-2/) validations and the determination of the possible cell compartmentalization, as obtained by the two software programs, was done by WolF PSORT (https://wolfpsort.hgc.jp).

### 2.8. Phylogenetic Analyses and Gene Structure Organization of the ABC Proteins in Cotton

The full protein sequences of the ABC for diploid cotton, *G. raimondii* and the model plant, *A. thaliana*, *T. cacao* and *O. sativa* were used to construct the phylogenetic tree. The proteins were aligned using Clustal W, a component of MEGA 6 software [52]. The phylogenetic tree was done using neighboring joint (NJ) method, as previously described by Magwanga et al. [43], in the construction of the phylogenetic tree for the cotton late embryogenesis abundant (LEA) proteins. The support for each node was tested with 1000 bootstrap replicates. In addition, we analyzed the gene structure of the cotton *ABC* genes while using an online tool gene structure displayer server (http://gsds.cbi.pku.edu.cn/).

### 2.9. Functional Characterization of the ABC Novel Gene through Virus Induced Gene Silencing (VIGS)

The Virus Induced Gene Silencing (VIGS) system was used to interfere with *Gh_D11G3432* gene expression in “Jinmian 20”, it is a type of upland cotton with high resistance to *V. dahlia* infection [17]. The cotton seeds were obtained from the Cotton Research Institute, Chinese Academy of Agricultural Science, Anyang, China (CRI-CAAS). The 477 bp fragment of the gene *Gh_D11G3432* was cloned with the specific primers Forward sequence: 5′GGAATTCAAGAAGAAATGGATATTTCTG3′; Reverse sequence: 5′CGGATCCCAACAAACTGAGAATAATTAC3′ and inserted into the vector pTRV2 of tobacco fragile virus (TRV) via EcoRI and BamHI digestion sites to construct a 35S promoter-driven pTRV2:Gh_D11G3432. The recombinant vector was transformed into the competent cells of *Agrobacterium tumefaciens* LBA4404 by the freeze-thaw method, and the bacterium LBA4404 containing pTRV1 vector was used as auxiliary bacteria. The cotyledons of cotton seedlings were infected by injection, and pTRV: PDS (Phytoene desaturase) was used as positive control. Plants without infection and empty vector pTRV: 00 were used as negative control, and, in each, three biological replications were done. The infected cotton seedlings were cultured in a 24 h darkness incubator under 16 h light/8 h dark photoperiod. After two weeks of treatment, the newly grown leaves exhibited albinism. Three days later, *V.* dahliae spore suspension (1.2 × 107 spores/mL) was inoculated. The control group was inoculated with the same volume of potato dextrose agarose (PDA) medium. The samples were taken 24 h after inoculation. *Ghactin7*, F: 5′ATCCTCCGTCTTGACCTTG3′; R: 5′TGTCCGTCAGGCAACTCAT3′, TRV1 primer, F: 5′TTACAGGTTATTTGGGCTAG3′; R: 5′CCGGGTTCAATTCCTTATC3′, TRV2 primer, F: 5′TGTTTGAGGGAAAAGTAGAGAACGT3′; R: 5′TTACCGATCAATCAAGATCAGTCGA3′. The Gh_D11G3432 a half RT-qPCR and RT-qPCR primer F: 5′CTCGACCTTGATACAA TCGA3′; R: 5′CAAACTGAGAATAATTACCC3′. The incidence of *V. dahliae* was investigated at 15 and 20 days after inoculation, and the plant disease index (DI) was calculated according to the formula: DI = 100 × ((n × the number of seedlings at level n))/(4 × the number of total seedlings), (n represents disease level (level 0, 1, 2, 3, 4). The incidence of DI was higher after inoculation. The higher that the DI was, the more serious the disease [17].

The mutant plants were further exposed to *V. dahliae* and morphological (leaf, stem, and roots tissues) and molecular evaluation carried out through RT-qPCR by the use of three known biotic stress responsive genes after 24 h periods the gene primer specifics are outlined in (Table 1), with *GhActin 7* as the reference gene.

## 3. Results

### 3.1. Different Response in the Three Cotton Species to V. dahliae Invasion

The effect of *V. dahliae* infection was severe in *G. raimondii*, as compared to the other two wild cotton species of the D genome, though it is worth noting that *G. thurberi* was highly resistant to *V. dahliae* when compared to *G. trilobum* (Figure 1A). The stem tissues were also examined after 25 dpi, the level of *V. dahliae* were monitored by the level of brown color change on the cortical and vascular bundle regions, the stem tissues that were obtained from *G. raimondii* showed higher disease infection when compared to the other two wild cotton species (Figure 1B). The root tissues were cut off tips, mounted onto the microscope slide, and then observed under florescence microscope. At 3 h of post inoculation, no infection thread was observed in *G. thurberi*, but a small degree of infection was noted in the roots of *G. trilobum* and *G. raimondii*, with an increase in exposure to the disease inoculant, the higher the infection level, in which at 6 h and 12 h of exposure, a significant level of infection was observed in *G. raimondii*, then *G. trilobum*, but a relatively lower level of disease infection was observed in the roots of *G. thurberi* (Figure 1C). The results elucidated that *G. thurberi* and *G. trilobum* were more resistant to *V. dahliae*, and they thus have the ability to resist infection for a relatively longer period of time when compared to *G. raimondii*.

### 3.2. Physiological and Biochemical Characteristics of the Three Cotton Species to V. dahliae Infection

The oxidant and the antioxidant enzymes were evaluated at varying time intervals after inoculation. There was a sharp increase in oxidant levels, hydrogen peroxide (H_2_O_2_), and malondialdehyde (MDA) in the leaves of *G. raimondii* as compared to the other two wild cotton species, *G. thurberi* and *G. trilobum* (Figure 2A,B). On the other hand, the concentration levels of the various antioxidant enzymes evaluated showed a higher concentration in the leaves of *G. thurberi* and *G. trilobum*, while there was significant reduction in the concentration in the leaves of *G. raimondii* (Figure 2C,E). When plants are exposed to any form of stress, the delicate balance between reactive oxygen production (ROS) and its elimination undergoes a drastic change, leading to overproduction and the excessive accumulation of ROS; high ROS concentration within the cells does cause massive cell destruction, which eventually lead to cell death [53]. The ability of the two wild cotton species, *G. trilobum* and *G. thurberi*, to induct more of the antioxidant enzymes is an indication that these plants could be harboring some significant genes that enable them to either resist or tolerate *V. dahliae*.

### 3.3. Sequencing Overview and Transcript Identification among the Three Cotton Species in Relation to V. dahliae Resistance

In order to determine the hidden mechanism underlying the resistance of the two wild cotton species to *V. dahliae* infection, a total of 81 cDNA samples were sequenced in three biological replications. The 81 cDNA samples were obtained from leaf, root, and stem tissues of the *G. thurberi*, *G. trilobum*, and *G. raimondii*. 

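RNA sequencing was done on roots, stems and leaves of *G. raimondii*, *G. trilobum* and *G. thurberi* at 0 h, 12 h and 48 h after inoculation with *V. dahliae*, the soil-borne fungus that causes Verticillium wilt, with 3 biological replicates at each time. The 81 libraries hold 3 replicates for each species, tissue and time. Libraries of plants kept without the fungus until 12 h or 48 h are not among them, so the time since inoculation and the time of day were not separated, and both later times were compared with the same 0 h libraries. The reads of all 3 species had been mapped with HISAT to the genome of *G. raimondii*, transcripts had been assembled with StringTie in each species, and each locus has an FPKM value in every library; the versions of both tools are not given in the sources used here. Read counts are not part of the values used here, so the depth of a single library is not known from them. The paper's Supplementary Table 1 gives means per group of 40.9 to 46.1 M valid reads in *G. raimondii*, 41.4 to 48.6 M in *G. trilobum* and 39.7 to 51.6 M in *G. thurberi*. The FPKM values of a library added up to 369606 to 519542 in *G. raimondii* (median 415604), 387565 to 541290.1 in *G. trilobum* (median 437864) and 395697 to 518996 in *G. thurberi* (median 428431).
A locus was kept for a test where its FPKM was at least 1 in at least 3 of the 9 libraries of a species and tissue. limma was run on log2(FPKM + 1) over these 9 libraries, with 12 h and 48 h each compared with 0 h, and p was adjusted over all loci tested by the method of Benjamini and Hochberg. Fold changes are on the log2(FPKM + 1) scale, and a gene rose or fell where its adjusted p was under 0.05. A *G. raimondii* gene ID stands for the locus that holds its annotated transcript. A gene given as an example kept its call without any 1 of the 9 libraries unless a value without a library is given beside it. Levels of different species were not compared, since all reads were placed on the genome of 1 of them.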

On average, a total of 397,970,060, 403,818,911.3, and 398,319,078.67 of clean reads representing 179.07 Gb, 181.72 Gb, and 179.25 Gb were obtained for *G. raimondii*, *G. thurberi*, and *G. trilobum*, respectively. The minimum values for the Q20 and Q30 percentages were 99.14% and 93.57%, respectively, as was observed in the sequence results for *G. thurberi*, the highest values for the Q20 and Q30 were 99.44% and 94.84%, respectively, and they were detected in the sequence analysis for the *G. raimondii*. The GC content ranged from 44.0–46.7% (Table 2). On average, 88.13% of reads were mapped to the reference genome, among which 52.15% were aligned to unique locations (Figure 1 and Tables S1 and S2). A total of 49,643, 53,247, and 49,283 novel transcripts were identified in *G. raimondii*, *G. thurberi*, and *G. trilobum*, and 35,682 genes were optimized with known structures.

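The loci of the 3 assemblies name 35682 gene IDs of *G. raimondii*, and each of these was above 0 FPKM in at least 1 of the 81 libraries. The assembly of *G. raimondii* holds 38547 loci, of which 34676 name a gene ID and 3871 do not. In *G. trilobum* 35251 of 39858 loci name a gene ID, and in *G. thurberi* 35340 of 40309 do. Several IDs share a locus at 1062, 1276 and 1328 loci of *G. raimondii*, *G. trilobum* and *G. thurberi*, and the FPKM of such a locus stands for all of its genes. A locus of their own in all 3 species was found for 28392 gene IDs, and these were used to compare the species. A description of the protein accompanies 26804, 26514 and 26522 loci, a Gene Ontology term 21504, 21194 and 21170, and a KEGG pathway 5710, 5674 and 5667. In *G. raimondii*, *G. trilobum* and *G. thurberi* 28457, 28871 and 29342 loci reached an FPKM of 1 in at least 3 libraries of the species. The lowest and the highest number of loci above 0 FPKM in a library were 31218 and 32610 in *G. raimondii*, 31239 and 34229 in *G. trilobum*, and 31035 and 33878 in *G. thurberi*.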

### 3.4. Identification of the Differentially Expressed Genes (DEGs)

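In the roots of *G. trilobum* and *G. thurberi*, more genes of jasmonate synthesis and signalling, a hormone pathway of plant defence, rose than fell by 48 h after inoculation. The same held for genes of WRKY transcription factors, which regulate defence genes. Of 35 jasmonate genes tested in *G. thurberi*, 18 rose and 2 fell (18 and 6 adjusted over the list alone, adjusted p = 8.39e-08 from camera, and adjusted p = 0.435 with an estimated correlation). In *G. trilobum*, 14 rose and 4 fell (16 and 4 adjusted over the list alone) of 35 (adjusted p = 2.77e-07 from camera, and adjusted p = 0.435 with an estimated correlation). Among the WRKY genes, 36 rose and 8 fell (40 and 11 adjusted over the list alone) of 103 in *G. trilobum* (adjusted p = 8.52e-12 from camera, and adjusted p = 0.435 with an estimated correlation), and 28 rose and 8 fell (37 and 13 adjusted over the list alone) of 99 in *G. thurberi* (adjusted p = 1e-08 from camera, and adjusted p = 0.435 with an estimated correlation). Of the *G. trilobum* roots at 0 h, replicate 3 had a mean log2 FPKM of the photosynthesis list of 2.56, against 1.66 and 1.41 in replicates 1 and 2, and the 20 highest loci took 18.8% of the FPKM total in replicate 2, where 1 locus stood at 30577.35 FPKM, against 5.56% and 5.41% in replicates 1 and 3. Genes of any kind changed at 48 h numbered 6160 in the roots of *G. trilobum*, and 2349 without 0 h replicate 1. In those of *G. thurberi* they numbered 4694, and 1351 without 0 h replicate 2. The lipoxygenase gene Gorai.011G060400 rose from 22.0 ± 9.79 to 616 ± 248 FPKM (SD, n = 3, log2 fold change 4.75, standard error 0.36, adjusted p = 0.000928) in *G. trilobum* and from 26.9 ± 17.4 to 470.2 ± 94.6 FPKM (SD, n = 3, log2 fold change 4.23, standard error 0.57, adjusted p = 0.00446) in *G. thurberi*. Lipoxygenases oxidise unsaturated fatty acids, the first step towards jasmonate. The allene oxide cyclase gene Gorai.004G046400, of a later step of that pathway, rose from 4.90 ± 1.90 to 58.9 ± 9.52 FPKM (SD, n = 3, log2 fold change 3.38, standard error 0.34, adjusted p = 0.00178) in *G. thurberi*. The WRKY gene Gorai.009G124000 rose from 11.8 ± 8.25 to 197 ± 77.3 FPKM (SD, n = 3, log2 fold change 4.04, standard error 0.56, adjusted p = 0.00313) in *G. trilobum* and from 21.0 ± 14.7 to 313 ± 67.3 FPKM (SD, n = 3, log2 fold change 4.02, standard error 0.64, adjusted p = 0.00745) in *G. thurberi*. A gene of the respiratory burst, Gorai.009G273400 (cytochrome b245, heavy chain), whose protein family makes superoxide, rose from 22.2 ± 2.86 to 279.9 ± 89.8 FPKM (SD, n = 3, log2 fold change 3.55, standard error 0.26, adjusted p = 0.000928) in *G. trilobum*, and its log2 fold change in *G. thurberi* was 3.25 (standard error 0.39, adjusted p = 0.00319).
In the roots of *G. raimondii*, 1 rose and 0 fell (6 at an unadjusted p under 0.05) (the same counts adjusted over the list alone) of 37 jasmonate genes at 48 h. WRKY genes lay above other genes there as well, where 11 rose and 1 fell (7 and 1 adjusted over the list alone) of 97 (adjusted p = 0.0464 from camera, and adjusted p = 0.828 with an estimated correlation), but this call was lost after median-ratio size factors (adjusted p = 0.0774) and without 0 h replicate 1 or 3 (0.103 and 0.178), 12 h replicate 3 (0.0507) or 48 h replicate 2 or 3 (0.0589 and 0.222). The lipoxygenase gene Gorai.005G041900 rose from 12.3 ± 1.61 to 24.8 ± 2.39 FPKM (SD, n = 3, log2 fold change 0.96, standard error 0.13, adjusted p = 0.00404). Of 28 genes of pathogenesis-related proteins, such as chitinases and thaumatins, 1 rose and 10 fell (2 and 10 adjusted over the list alone, adjusted p = 9.83e-05 from camera, and adjusted p = 0.498 with an estimated correlation), and of 75 peroxidase genes 5 rose and 15 fell (5 and 19 adjusted over the list alone, adjusted p = 0.0123 from camera, and adjusted p = 0.498 with an estimated correlation). An arabinogalactan gene, Gorai.009G024200, fell from 63.9 ± 7.96 to 1.91 ± 3.30 FPKM (SD, n = 3, log2 fold change -5.10, standard error 0.88, adjusted p = 0.00845), and a histone H3 gene, Gorai.009G018200, fell from 39.8 ± 6.66 to 3.35 ± 5.80 FPKM (SD, n = 3, log2 fold change -4.18, standard error 0.84, adjusted p = 0.0149). Genes of the KEGG ribosome pathway, which make the cell's proteins, fell by 48 h in the roots of *G. raimondii* and *G. trilobum*. In *G. raimondii* 1 rose and 280 fell (2 and 314 adjusted over the list alone) of 402 (adjusted p = 3.24e-40 from camera, and adjusted p = 0.761 with an estimated correlation). In *G. trilobum* 1 rose and 280 fell (1 and 337 adjusted over the list alone) of 402 (adjusted p = 1.34e-18 from camera, and adjusted p = 0.884 with an estimated correlation). In *G. thurberi* the set lay below other genes by camera, but 1 rose and 64 fell (1 and 0 adjusted over the list alone) of 401 (adjusted p = 2.53e-08 from camera, and adjusted p = 0.884 with an estimated correlation), and 3 rose and 4 fell there after median-ratio size factors. The ribosomal protein gene Gorai.006G156700 fell from 81.1 ± 19.4 to 21.4 ± 1.41 FPKM (SD, n = 3, log2 fold change -1.85, standard error 0.23, adjusted p = 0.00341) in *G. raimondii*.
At the thresholds the paper gives, a log2 fold change of at least 1 and an unadjusted p under 0.05 at either time, 2221 genes changed in the roots of *G. raimondii*, 3792 in those of *G. trilobum* and 2726 in those of *G. thurberi*. At 12 h alone these counts were 973, 1517 and 277.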

In the evaluation of the number of DEGs in various tissues of the three cotton species, a total of 1707, 2388, and 3434 DEGS were differentially expressed in the root tissues of *G. raimondii*, *G. thurberi* and *G. trilobum*, respectively. 

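Genes of photosynthesis fell by 12 h after inoculation in the stems of *G. raimondii*: of 90 tested, 4 rose and 53 fell (6 and 54 adjusted over the list alone, adjusted p = 6.26e-07 from camera, and adjusted p = 0.633 with an estimated correlation). The chlorophyll a/b-binding protein gene Gorai.008G194000, which encodes an antenna protein of the photosystems, fell from 209.6 ± 30.7 to 6.27 ± 4.92 FPKM (SD, n = 3, log2 fold change -5.06, standard error 0.40, adjusted p = 0.000129). At 48 h, 1 rose and 10 fell (2 and 13 adjusted over the list alone) of 25 genes of pathogenesis-related proteins (adjusted p = 0.00034 from camera, and adjusted p = 0.435 with an estimated correlation). Among the largest falls at 48 h was the expansin gene Gorai.011G123000, of a family that loosens cell walls, from 40.0 ± 14.7 to 0.290 ± 0.390 FPKM (SD, n = 3, log2 fold change -4.95, standard error 0.33, adjusted p = 0.000335). The thaumatin gene Gorai.008G245000 rose from 22.9 ± 12.2 to 340.1 ± 74.8 FPKM (SD, n = 3, log2 fold change 3.97, standard error 0.49, adjusted p = 0.000568) at 12 h. Another thaumatin gene, Gorai.005G253500, fell from 23.2 ± 3.04 to 7.58 ± 0.910 FPKM (SD, n = 3, log2 fold change -1.49, standard error 0.13, adjusted p = 0.00067) at 48 h. The times differ, so these 2 genes do not show opposite changes at 1 time. Of 24725 genes of any kind tested in these stems, 11243 changed at 12 h.
More WRKY and jasmonate genes rose than fell by 48 h in the stems of *G. thurberi*. Of 98 WRKY genes 40 rose and 6 fell (45 and 7 adjusted over the list alone, adjusted p = 5.29e-07 from camera, and adjusted p = 0.498 with an estimated correlation), and of 37 jasmonate genes 15 rose and 4 fell (the same counts adjusted over the list alone, adjusted p = 0.00103 from camera, and adjusted p = 0.498 with an estimated correlation). The WRKY gene Gorai.001G037700 rose from 3.20 ± 2.20 to 160.4 ± 84.4 FPKM (SD, n = 3, log2 fold change 5.27, standard error 0.78, adjusted p = 0.00225), and the Tify gene Gorai.009G154300, of a family of jasmonate signalling regulators, rose from 6.04 ± 3.17 to 137 ± 34.6 FPKM (SD, n = 3, log2 fold change 4.35, standard error 0.48, adjusted p = 0.00094). Genes of flavonoid synthesis in KEGG fell there: of 22, 1 rose and 17 fell (the same counts adjusted over the list alone, adjusted p = 2.02e-05 from camera, and adjusted p = 0.78 with an estimated correlation).
Ribosome genes of KEGG in the stems of *G. trilobum* rose by 48 h. Of 407 tested, 268 rose and 12 fell (290 and 13 adjusted over the list alone, adjusted p = 3.58e-40 from camera, and adjusted p = 0.761 with an estimated correlation), and in those of *G. thurberi* 2 rose and 321 fell (2 and 336 adjusted over the list alone) of 405 (adjusted p = 6.97e-25 from camera, and adjusted p = 0.78 with an estimated correlation). In the stems of *G. trilobum* at 48 h the photosynthesis genes lay below other genes, where 0 rose (0 at an unadjusted p under 0.05) and 40 fell (0 and 45 adjusted over the list alone) of 95 (adjusted p = 0.0107 from camera, and adjusted p = 0.942 with an estimated correlation), and this call of camera was lost without 48 h replicate 2 (adjusted p = 0.132). The mean log2 FPKM of that list was 5.40, 5.46 and 5.25 at 0 h and 5.14, 4.21 and 4.91 at 48 h. The 20 highest loci took 19.1% of the FPKM total in 48 h replicate 1, where 1 locus stood at 32044.86 FPKM, and 5.51% and 6.97% in 48 h replicates 2 and 3. In *G. trilobum* the chitin-binding gene Gorai.007G281900 was listed at 0 in all libraries at 0 h and at 337 ± 133 FPKM at 48 h (SD, n = 3, adjusted p = 3.99e-06). The glycoside hydrolase 17 gene Gorai.006G079600, of the family of the beta-1,3-glucanases, rose from 4.10 ± 0.980 to 246 ± 185 FPKM (SD, n = 3, log2 fold change 5.30, standard error 0.67, adjusted p = 0.00115). At 12 h in the stems of *G. trilobum*, 2 rose and 29 fell (2 and 34 adjusted over the list alone) of 185 heat shock protein genes (adjusted p = 0.000314 from camera, and adjusted p = 0.44 with an estimated correlation), while of the 1839 genes of any kind changed there 89 were left without 0 h replicate 2 and 159 without 0 h replicate 3. Of 9 superoxide dismutase genes, 0 rose (0 at an unadjusted p under 0.05) and 2 fell (0 and 5 adjusted over the list alone) there at 12 h (adjusted p = 0.0375 from camera, and adjusted p = 0.633 with an estimated correlation), and none was called after median-ratio size factors. The camera p of this list was 0.0738 without 0 h replicate 3, 0.146 without 12 h replicate 3 and 0.0536 without 48 h replicate 2.
At a log2 fold change of at least 1 and an unadjusted p under 0.05 at either time, 4149 genes changed in the stems of *G. raimondii*, 4171 in those of *G. trilobum* and 3459 in those of *G. thurberi*. At 48 h alone the count for *G. raimondii* was 1140, and at 12 h alone the counts for *G. trilobum* and *G. thurberi* were 1442 and 529.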

In relation to the stem and leave tissues, the DEGs in the stem for the three cotton species were, 2319, 3173, and 3789 for *G. raimondii*, *G. thurberi*, and *G. trilobum*, respectively, while in the leaves, 4305, 4830, and 3773 DEGs were detected in *G. raimondii*, *G. thurberi*, and *G. trilobum*, respectively (Figure 3A,B). 

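In the leaves of all 3 species, the photosynthesis genes as a set lay below other genes by camera at 12 h after inoculation. Part of them fell. Of 94 tested in *G. raimondii*, 0 rose (0 at an unadjusted p under 0.05) and 45 fell (0 and 52 adjusted over the list alone, adjusted p = 2.65e-47 from camera, and adjusted p = 0.435 with an estimated correlation). In *G. thurberi*, 0 rose (0 at an unadjusted p under 0.05) and 24 fell (0 and 52 adjusted over the list alone) of 97 (adjusted p = 2.13e-34 from camera, and adjusted p = 0.435 with an estimated correlation), but of the 878 genes of any kind changed there 18 were left without 0 h replicate 3 and 37 without 12 h replicate 3, so the count of falling photosynthesis genes does not hold without the former. In *G. trilobum* 3 rose and 18 fell (5 and 25 adjusted over the list alone) of 98 (adjusted p = 2.12e-06 from camera, and adjusted p = 0.828 with an estimated correlation). Replicate 3 of the *G. trilobum* leaves at 12 h stood apart, with a highest correlation of 0.932 to a 0 h library and 0.922 within its group. Its mean log2 FPKM of the photosynthesis list was 6.58, that of replicates 1 and 2 was 6.19 and 6.11, and the highest at 0 h was 6.90. The chlorophyll a/b-binding protein gene Gorai.009G156900 fell from 7364 ± 1972 to 196 ± 32.7 FPKM (SD, n = 3, log2 fold change -5.21, standard error 0.40, adjusted p = 0.00122) in *G. raimondii* and from 8625 ± 1441 to 887 ± 59.7 FPKM (SD, n = 3, log2 fold change -3.27, standard error 0.17, adjusted p = 6.58e-05) in *G. trilobum*. In the same leaves the mean log2 FPKM of the 5 genes of endodermis and root uptake, a list of root tissue, was 2.20 to 2.43 at 0 h and 2.69 to 2.98 at 12 h in *G. raimondii*, 2.16 to 2.50 and 2.69 to 2.79 in *G. thurberi*, and 2.41 to 2.50 and 2.45 to 2.73 in *G. trilobum* (lowest and highest of 3 libraries). Camera did not call that list there (adjusted p = 0.351, 0.155 and 0.637). At 0 h its values in roots and stems overlapped in each species (3.18 to 3.43 and 3.42 to 3.58 in *G. trilobum*). The list therefore does not mark roots. The lectin gene Gorai.009G140800, of a sugar-binding protein, rose from 3.36 ± 1.23 to 84.4 ± 20.8 FPKM (SD, n = 3, log2 fold change 4.30, standard error 0.31, adjusted p = 0.000946) in *G. raimondii* and from 5.76 ± 1.66 to 159.9 ± 74.3 FPKM (SD, n = 3, log2 fold change 4.51, standard error 0.34, adjusted p = 0.00048) in *G. trilobum*. By 48 h the photosynthesis genes of *G. trilobum* and *G. thurberi* lay above other genes: 16 rose and 8 fell (15 and 7 adjusted over the list alone) of 98 in *G. trilobum* (adjusted p = 4.72e-09 from camera, and adjusted p = 0.68 with an estimated correlation), and 12 rose and 9 fell (6 and 7 adjusted over the list alone) of 97 in *G. thurberi* (adjusted p = 1.15e-05 from camera, and adjusted p = 0.68 with an estimated correlation). In *G. raimondii* they lay below other genes, where 1 rose and 17 fell (2 and 33 adjusted over the list alone) of 94 (adjusted p = 1.06e-18 from camera, and adjusted p = 0.498 with an estimated correlation).
Catalases, which break down hydrogen peroxide, rose in *G. thurberi* at 48 h, where all 3 genes tested passed (3 rose and 0 fell (0 at an unadjusted p under 0.05) (the same counts adjusted over the list alone), adjusted p = 0.00736 from camera, and adjusted p = 0.435 with an estimated correlation). In *G. trilobum*, 3 rose and 0 fell (0 at an unadjusted p under 0.05) (the same counts adjusted over the list alone) of 4 (adjusted p = 0.00605 from camera, and adjusted p = 0.498 with an estimated correlation; 0.0727 after median-ratio size factors). The catalase gene Gorai.002G115900 rose from 152 ± 9.10 to 378 ± 70.2 FPKM (SD, n = 3, log2 fold change 1.29, standard error 0.17, adjusted p = 0.00129) in *G. trilobum* and from 151 ± 10.5 to 271 ± 24.9 FPKM (SD, n = 3, log2 fold change 0.84, standard error 0.17, adjusted p = 0.00719) in *G. thurberi*. More jasmonate genes rose than fell in *G. thurberi* at 48 h: of 40, 17 rose and 7 fell (18 and 8 adjusted over the list alone, adjusted p = 1.04e-05 from camera, and adjusted p = 0.546 with an estimated correlation). The Tify gene Gorai.004G285100 rose from 4.66 ± 4.03 to 126 ± 76.8 FPKM (SD, n = 3, log2 fold change 4.58, standard error 0.64, adjusted p = 0.0022). In *G. raimondii* at 48 h, the WRKY gene Gorai.001G037800 rose from 1.24 ± 1.36 to 172 ± 112 FPKM (SD, n = 3, log2 fold change 6.23, standard error 0.57, adjusted p = 0.0022) and the allene oxide cyclase gene Gorai.008G185600 had a log2 fold change of 3.48 (standard error 0.54, adjusted p = 0.00844). Of 22 flavonoid genes, 1 rose and 18 fell (the same counts adjusted over the list alone) in *G. thurberi* (adjusted p = 0.00436 from camera, and adjusted p = 0.884 with an estimated correlation), and 0 rose (0 at an unadjusted p under 0.05) and 13 fell (0 and 15 adjusted over the list alone) of 22 in *G. trilobum* (adjusted p = 0.00127 from camera, and adjusted p = 0.884 with an estimated correlation). In *G. raimondii*, 6 rose and 0 fell (0 at an unadjusted p under 0.05) (10 and 0 adjusted over the list alone) of 23 (adjusted p = 0.0103 from camera, and adjusted p = 0.884 with an estimated correlation). There 2 rose and 0 fell after median-ratio size factors (adjusted p = 0.00258 from camera), and the call of camera was lost without 0 h replicate 2 (adjusted p = 0.0578).
At a log2 fold change of at least 1 and an unadjusted p under 0.05 at either time, 4166 genes changed in the leaves of *G. raimondii*, 4017 in those of *G. trilobum* and 5903 in those of *G. thurberi*. At 12 h alone the counts were 2527, 1024 and 1827. By adjusted p, 3715, 7288 and 8507 genes changed at 48 h in *G. raimondii*, *G. trilobum* and *G. thurberi*. Without 1 library these counts fell by more than 1.5 times, to 1225 and 1439 without 0 h replicates 1 and 2, 2187 without 12 h replicate 2, and 1311 and 866 without 48 h replicates 2 and 3 in *G. raimondii*, to 4650 and 4789 without 0 h replicates 2 and 3 and to 3794 and 4129 without 48 h replicates 2 and 3 in *G. trilobum*, and to 5216 without 0 h replicate 3 and 4998 without 48 h replicate 3 in *G. thurberi*.

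**Figure D1:**
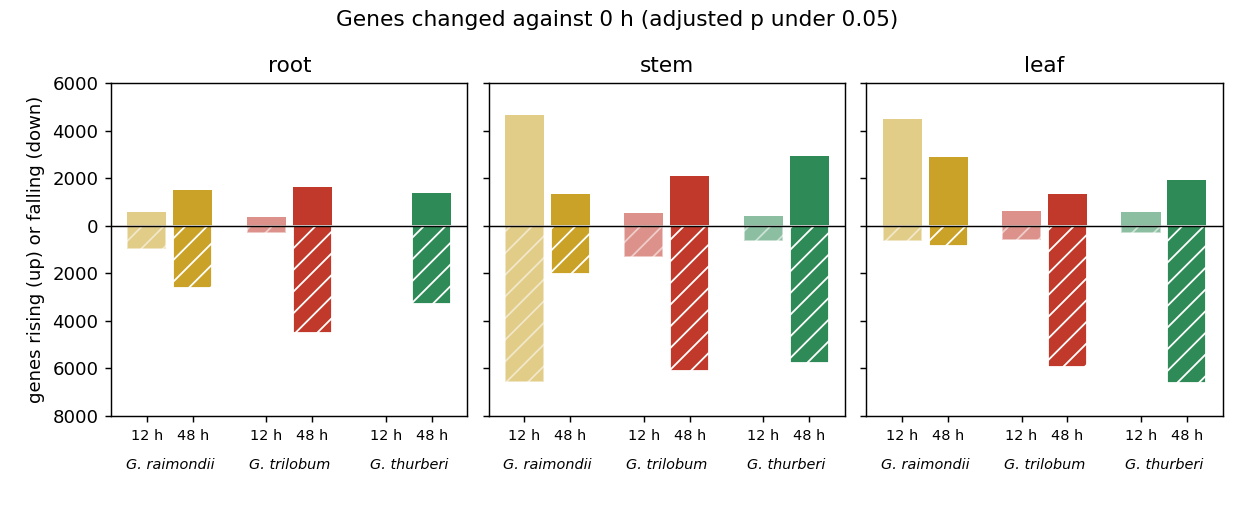
Genes changed against 0 h at an adjusted p under 0.05 in roots, stems and leaves. Bars upward count rising genes and hatched bars downward count falling genes, light at 12 h and solid at 48 h, for each species. In leaves at 48 h the bars of *G. trilobum* and *G. thurberi* reach 5943 and 6593 falling genes, and that of *G. raimondii* reaches 2882 rising genes. Falling genes there made up 81.5% of the changed genes in *G. trilobum*, 77.5% in *G. thurberi* and 22.4% in *G. raimondii*. After median-ratio size factors, which bring the median change of all genes near 0, these shares were 46.1, 47.2 and 51.5%.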

The leave tissues showed a higher number of DEGs when compared to the roots and stem tissues, and indication that the leaves suffers more as a result of the *V. dahliae* infection, even though the first point of contact or the infection point being the root tissues. It may also mean that the plant’s defense mechanism is highly synchronized in the whole plant body [54]. Even though, more genes were found to be downregulated when compared to those which were upregulated, higher numbers of upregulated genes were detected for the two wild cotton species, *G. thurberi* and *G. trilobum*, an indication that the two wild cotton species harbored significant genes that are crucial for enhancing cotton tolerance to *V. dahliae* infection.

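Rising and falling genes were counted at a log2 fold change of at least 1 and an unadjusted p under 0.05 at either time. In roots 884 genes rose and 1383 fell in *G. raimondii*, 1699 rose and 2112 fell in *G. trilobum*, and 1242 rose and 1496 fell in *G. thurberi*. In stems 1604 rose and 2616 fell in *G. raimondii*, 1358 rose and 2821 fell in *G. trilobum*, and 1673 rose and 1800 fell in *G. thurberi*. In leaves 3006 rose and 1257 fell in *G. raimondii*, 1163 rose and 2915 fell in *G. trilobum*, and 2201 rose and 4167 fell in *G. thurberi*. The largest changes among genes that passed by adjusted p went in both directions. In the leaves of *G. thurberi* at 48 h, the amino acid transporter gene Gorai.006G016700 rose from 1.04 ± 0.410 to 146 ± 107 FPKM (SD, n = 3, log2 fold change 5.95, standard error 0.42, adjusted p = 0.000533), and the GASA gene Gorai.009G276800, of a gibberellin-regulated family, fell from 74.1 ± 32.5 to 0.220 ± 0.120 FPKM (SD, n = 3, log2 fold change -5.87, standard error 0.35, adjusted p = 0.000517). In the leaves of *G. trilobum* at 48 h, the gene of phytosulfokine, a peptide hormone, Gorai.005G229900, rose from 1.06 ± 0.880 to 63.8 ± 24.8 FPKM (SD, n = 3, log2 fold change 5.00, standard error 0.39, adjusted p = 0.000223). The peroxidase gene Gorai.013G099600 fell from 79.8 ± 24.7 to 3.40 ± 1.77 FPKM (SD, n = 3, log2 fold change -4.23, standard error 0.55, adjusted p = 0.0026) in the roots of *G. trilobum* at 48 h.
The balance of rising and falling genes moved with the test and the scaling of the libraries. With the Ballgown-style test, a linear model with a covariate for library size, more genes rose than fell in the roots of *G. trilobum* (1040 and 587) and *G. thurberi* (1005 and 655) and in the stems of *G. trilobum* (1287 and 1156) and *G. thurberi* (918 and 883). Without 48 h replicate 3 the direction also turned in *G. thurberi*, with 1097 and 1066 in roots and 1514 and 1462 in stems. At 12 h alone more rose than fell in the leaves of *G. trilobum* (590 and 434) and *G. thurberi* (1234 and 593) and in the stems of *G. thurberi* (269 and 260). The median log2 fold change of all genes in leaves at 48 h was 0.19 in *G. raimondii*, -0.30 in *G. trilobum* and -0.34 in *G. thurberi*, and in leaves at 12 h it was 0.33 in *G. raimondii* and 0.24 in *G. thurberi*. In roots at 48 h it was -0.22 in *G. trilobum* and -0.26 in *G. thurberi*, and in stems at 48 h -0.21 and -0.12. With median-ratio size factors, which bring that median near 0, 940 genes rose and 1293 fell in the roots of *G. raimondii*, 2152 rose and 1303 fell in those of *G. trilobum*, and 1784 rose and 814 fell in those of *G. thurberi*. In stems 1932 and 2208 rose and fell in *G. raimondii*, 2042 and 1799 in *G. trilobum*, and 1967 and 1320 in *G. thurberi*, and in leaves 1703 and 2065 in *G. raimondii*, 1886 and 1757 in *G. trilobum*, and 2625 and 2805 in *G. thurberi*.
The difference between the species in their course over time was tested by limma as the interaction of species and time, over the gene IDs with a locus of their own in each species. An interaction passed for 3470 of 21765 genes in roots (15.9%), 12049 of 22004 in stems (54.8%) and 11616 of 21767 in leaves (53.4%). The root count was 1877 without *G. raimondii* replicate 1, 1861 without *G. raimondii* replicate 2 and 2307 without *G. thurberi* replicate 1. From the number of upregulated genes, the paper reasons that *G. thurberi* and *G. trilobum* hold genes that help cotton withstand *V. dahliae*.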

### 3.5. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Enrichment Analysis of the Differentially Expressed Genes

In the evaluation of the DEGs in terms of their predicted functions, all the DEGs were used to carry out GO and KEGG pathway analysis. GO analysis described the genes function into three categories, such as biological process (BP), cellular component (CC), and molecular function (MF). In each of the three cotton species, *G. raimondii*, *G. thurberi*, and *G. trilobum* DEGs were analyzed, and the analysis was done based on the various tissues profiled, the leaf, root, and the stem. Being the disease entry point is the root tissues, we critically looked into the various GO and KEGG pathways in which the DEGs at the root tissues were involved in amongst the three cotton species. All the three GO terms were assigned, at the biological process (BP) the following functions were detected oxidation-reduction process, protein phosphorylation, regulation of transcription-DNA-dependent, metabolic process, translation, signal transduction, vesicle mediated transport, among others. For cellular component (CC), functions, such as intracellular, membrane, nucleus, amongst others, and for the molecular functions (MF), functions such as protein binding, ATP binding, DNA binding, zinc ion binding, catalytic activity, nucleotide binding, amongst others (Figure 4A). It is interesting to note that, in all the three cotton species, MF, CC, and GO terms found were the same except for the biological functions in which some of the functions were detected in some species, but were not common among all the three, for instance, protein dephosphorylation, metal ion transport, nucleocytoplasmic transport, and transcription-DNA dependent were specific to *G. thurberi* DEGs at the root. The most frequent GO terms were “oxidation-reduction process”, “protein phosphorylation”, and “regulation of transcription-DNA dependent” among the BP, intercellular, membrane, and integral to membrane among the CC, while at the MF, GO functions, such as protein binding, ATP binding, and DNA binding were the most frequent. 

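Among the genes of the roots that passed a log2 fold change of at least 1 and an unadjusted p under 0.05 at either time, oxidation-reduction process, the term of enzymes that transfer electrons, was the most frequent in each species among the Gene Ontology terms of 10 to 2000 genes, with 195 genes in *G. raimondii*, 290 in *G. trilobum* and 217 in *G. thurberi*. By chance 104, 177 and 125 genes of this term were expected (one-sided Fisher's exact test against all annotated genes tested, adjusted p = 2.61e-16, 4.99e-17 and 2.16e-14). ATP binding, with 169, 287 and 212 genes, was the next in number among these and was not enriched (adjusted p = 1 in each species). DNA binding, with 143, 231 and 169 genes, passed in each species (adjusted p = 0.0499, 0.0283 and 0.0424), and membrane, with 121, 186 and 138 genes, passed in none (adjusted p = 0.234, 0.517 and 0.441). Genes of regulation of transcription were enriched in *G. trilobum*, with 191 against 152 by chance (adjusted p = 0.00516), and in *G. thurberi*, with 167 against 109 (adjusted p = 2.53e-07), and not in *G. raimondii*, with 102 against 90.3 (adjusted p = 0.522). Protein phosphorylation passed in *G. thurberi* with 148 genes against 112 (adjusted p = 0.00381) and not in *G. trilobum* with 170 against 160 (adjusted p = 0.663). Some enriched terms were smaller. In *G. raimondii*, heme binding held 70 genes against 27.8 by chance (adjusted p = 3.26e-11), copper ion binding 40 against 11.1 (adjusted p = 3.26e-11) and nucleosome 31 against 7.5 (adjusted p = 1.77e-10). Peroxidase activity held 41 genes against 14 in *G. trilobum* (adjusted p = 8.23e-10) and 34 against 10 in *G. thurberi* (adjusted p = 3.65e-09). In all, 49 of 469 terms passed in *G. raimondii*, 52 of 469 in *G. trilobum* and 41 of 476 in *G. thurberi*. The counts for *G. trilobum* and *G. thurberi* were 23 and 9 when the genes were taken by adjusted p in place of the paper's thresholds, and that for *G. thurberi* was 25 against all annotated genes of the species. Fisher's test takes the genes as independent, so its p values do not measure the variation between plants.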

The corresponding genes of these significant terms, therefore, might play important roles in resistance to *V. dahliae* infection in cotton.

All the DEGs in the three cotton species, *G. raimondii*, *G. trilobum*, and *G. thurberi*, obtained from the root regions were largely enriched in various pathways, and grouped into level 1 and level 2, among the pathways within the level 1 were organismal systems, metabolism, genetic information processing, environmental information processing, and cellular processes, while those that were detected for level 2 were environmental adaptation, nucleotide metabolism, energy metabolism, membrane transport, transport and catabolism, replication, and repairs, among others (Figure 4B). 

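In the roots, ribosome was the KEGG pathway with most changed genes in each species, 74 in *G. raimondii* against 39.1 by chance (one-sided Fisher's exact test, adjusted p = 9.33e-07), 148 in *G. trilobum* against 66.5 (adjusted p = 1.19e-22) and 60 in *G. thurberi* against 36.7 (adjusted p = 0.00204). Phenylpropanoid biosynthesis, the pathway towards lignin and many phenolic compounds, was enriched in each species, with 31 genes in *G. raimondii* against 9.2 (adjusted p = 5.28e-08), 37 in *G. trilobum* against 15.4 (adjusted p = 3.53e-06) and 27 in *G. thurberi* against 8.9 (adjusted p = 1.82e-05). Alpha-linolenic acid metabolism, which includes jasmonate synthesis, was enriched in *G. trilobum*, with 14 genes against 4.6 (adjusted p = 0.00147), and in *G. thurberi*, with 11 against 2.7 (adjusted p = 0.00137). Flavonoid biosynthesis was enriched in *G. raimondii* with 9 genes against 2.1 (adjusted p = 0.00344) and in *G. trilobum* with 11 against 3.3 (adjusted p = 0.00288). Plant-pathogen interaction passed in *G. thurberi* with 27 genes against 10 (adjusted p = 0.00012) and not in *G. trilobum* with 25 against 18.4 (adjusted p = 0.423), and plant hormone signal transduction passed in *G. thurberi* with 32 against 18 (adjusted p = 0.0211). The ABC transporters pathway held 7 changed genes in *G. raimondii* against 2.3 by chance (adjusted p = 0.0955), 3 in *G. trilobum* against 4 and 3 in *G. thurberi* against 2, and did not pass. Of the pathways tested, 244 in *G. raimondii* and 245 in each of the others, 13 passed in *G. raimondii*, 14 in *G. trilobum* and 9 in *G. thurberi*. When the genes were taken by adjusted p, 1 passed in *G. thurberi*. The limit of Fisher's test given for the Gene Ontology terms holds for these pathways too.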

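In KEGG, the pathway ABC transporters is one of the pathways of membrane transport. It named 38 loci in *G. raimondii*, 38 in *G. trilobum* and 37 in *G. thurberi*. Over the 3 species these were 113 of the 149 loci of membrane transport (75.8%), which number 50, 50 and 49. As a set, the 24 of these loci tested in the roots of *G. raimondii* lay above other genes at 48 h: 7 rose and 1 fell (11 and 1 adjusted over the list alone, adjusted p = 0.00131 from camera, and adjusted p = 0.78 with an estimated correlation). Stems of *G. raimondii* at 48 h held 29 tested members, of which 5 rose and 1 fell (6 and 1 adjusted over the list alone, adjusted p = 0.0163 from camera, and adjusted p = 0.78 with an estimated correlation). Stems of *G. thurberi* at 48 h also lay above other genes: 5 rose and 0 fell (2 at an unadjusted p under 0.05) (the same counts adjusted over the list alone) of 28 (adjusted p = 0.046 from camera, and adjusted p = 0.884 with an estimated correlation), with 10 rising and 0 falling after median-ratio size factors (adjusted p = 0.0217 from camera). This call of camera was lost without 0 h replicate 3 (adjusted p = 0.143), 12 h replicate 1, 2 or 3 (0.0551, 0.0551 and 0.0522) or 48 h replicate 2 (0.0669). Among the ABC genes of the pathway in the roots of *G. raimondii* at 48 h, Gorai.004G111000 rose from 4.92 ± 4.06 to 26.3 ± 2.01 FPKM (SD, n = 3, log2 fold change 2.41, standard error 0.40, adjusted p = 0.0075) and Gorai.001G258500 rose from 4.23 ± 1.62 to 19.0 ± 3.48 FPKM (SD, n = 3, log2 fold change 1.97, standard error 0.23, adjusted p = 0.00288). Of 22 pathway members tested in the roots of *G. thurberi* at 48 h, 0 rose (1 at an unadjusted p under 0.05) and 2 fell (0 and 1 adjusted over the list alone), and of 24 in those of *G. trilobum*, 1 rose and 4 fell (the same counts adjusted over the list alone). The lists of KEGG pathways were added after the annotation had been seen and before any of them was tested.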

Among all the KEGG pathways classification, the *ABC* genes were found to be dominant in environmental information processing (level 1) and membrane transport (level 2), with a total of 139 genes accounting for over 66% of all the genes involved in the membrane transport pathways. The detection of the *ABC* genes within the membrane transport and environmental information processing indicated that the proteins encoded by these genes have a vital role in enhancing the immunity of the plants, thus enabling the plants to resist *V. dahliae* infection. Moreover, GbSBT1 protein has been found to be located in plasma membrane and it has a positive role in enhancing plants immunity to *V. dahliae* infection [16]. The proteins encoded by the *ABC* genes were found to be abundantly sublocalized within the plasma membrane, which provides a further justification into their possible role in enhancing resistance to *V. dahliae* infection in cotton.

### 3.6. Identification, Phylogenetic and Sequence Analysis of the ABC Genes in the Diploid Cotton of the D Genome

A total of 166 proteins that were encoded by the *ABC* genes in *Gossypium raimondii* were identified. In the proteins encoded by the diploid cotton, *G. raimondii*, the *ABC* genes were highly varied in terms of their molecular weights (MW), protein lengths (aa), isoelectric points (pI), grand hydropathy average values (GRAVY), and even in their charge. The protein lengths ranged from 133–1890 aa, the molecular weights ranged from 14.76–210.467 kDa, their charge ranged from −10.5–45.5, while their GRAVY ranged from −0.62–0.361 (Table S3), an indication that their GRAVY values were less than 1, several studies have shown that the stress responsive genes, their proteins exhibit relatively lower GRAVY values, more often less than 1, such as the Late embryogenesis abundant (LEA) proteins [55], cyclin dependent kinases (CDKs) [56], and dehydrins [57], thus the *ABC* genes could be having a function in enhancing disease resistance in cotton. All the ABC proteins were phylogenetically classified into three groups, namely clade 1, 2, and 3 (Figure S2), clade 1 and 3 were the largest, while clade 2 was the smallest. A novel *ABC* gene, *Gorai.007G244600* (ABC transporter F family member 5), homologous to *Gh_D11G3432* (ABC transporter F family member 5), and a member of the ABC proteins in clade 2, a tetraploid cotton gene, was identified for further functional analysis, (Figure 5A). 

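The gene Gorai.007G244600 lies on chromosome 7 of the *G. raimondii* genome from 36467661 to 36472612. Members of the ABC F family lack the membrane-spanning parts of other ABC transporters. At 0 h its level was highest in leaves and lowest in roots of each species. In *G. raimondii* it was 12.1 ± 2.18 FPKM in roots, 33.5 ± 3.47 in stems and 71.8 ± 31.2 in leaves (SD, n = 3 for each value). In *G. trilobum* it was 13.9 ± 2.29 in roots, 79.2 ± 13.2 in stems and 99.8 ± 17.9 in leaves, and in *G. thurberi* 15.5 ± 1.34 in roots, 35.2 ± 5.05 in stems and 128 ± 41.1 in leaves. No test was run between tissues.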

In all the members of the subgroup 2 of clade 2, their gene structures were interrupted by introns, except Gorai.001G133500 and Gorai.006G124600 (Figure 5B), and harbored common motifs, such as motif 1, motif 2, and motif 5. The common motifs were further validated through protein alignment, and two unique motifs were found to be common, motif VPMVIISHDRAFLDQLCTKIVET and motif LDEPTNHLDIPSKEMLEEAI (Figure 5C). The proteins encoded by the *ABC* genes were found to be distributed in all the 13 chromosomes of *G. raimondii* with a single gene, Gorai.N013800 (Pleiotropic drug resistance protein 1) was found to be located within the scaffold regions, the highest gene density was detected in chromosome D507, with 21 accounting for 12.7% of all of the *ABC* genes in the diploid cotton, *G. remand*, though the least gene loci were detected on chromosomes D505, D510, and D513 with eight, five, and eight genes, respectively. 

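Of the 166 ABC genes, 16 lie on chromosome 1, 13 on chromosome 2, 10 each on chromosomes 3 and 4, 8 on chromosome 5, 12 on chromosome 6, 21 on chromosome 7, 16 on chromosome 8, 15 on chromosome 9, 5 on chromosome 10, 19 on chromosome 11, 12 on chromosome 12 and 8 on chromosome 13. Gorai.N013800, on the scaffold, is named by no locus of the 3 assemblies. On chromosome 7, the ABC gene Gorai.007G035900 rose by 48 h in the stems of *G. trilobum*, from 13.2 ± 3.62 to 47.7 ± 14.8 FPKM (SD, n = 3, log2 fold change 1.77, standard error 0.31, adjusted p = 0.00384), and in those of *G. thurberi*, from 13.6 ± 1.72 to 55.6 ± 11.8 FPKM (SD, n = 3, log2 fold change 1.94, standard error 0.17, adjusted p = 0.00045). Gorai.007G376200, on the same chromosome, fell by 48 h in the roots of *G. trilobum*, from 15.4 ± 3.18 to 3.90 ± 1.39 FPKM (SD, n = 3, log2 fold change -1.76, standard error 0.22, adjusted p = 0.00239), and in those of *G. thurberi*, from 33.1 ± 3.30 to 8.00 ± 2.41 FPKM (SD, n = 3, log2 fold change -1.95, standard error 0.25, adjusted p = 0.0038).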

In relation to subcellular localization prediction of the proteins encoded by the *ABC* genes, the highest proportions of the proteins were found to be embedded within the plasma membrane with 141 proteins, then the following cellular structures harbored ABC proteins in the proportions of 1–11, Golgi body, mitochondrion, nucleus, cytoplasm, and chloroplast, with one, two, two, nine, and 11 ABC proteins, respectively (Table S4 and Figure S3). The high proportions of the genes that were encoded by the *ABC* genes to be located within the plasma membrane, possibly showed that the proteins had a functional role, for instance, lysin motif-containing proteins 1, 7 and LysMe3 proteins have been predicted to be sub-localised within the plasma membrane, and their knock down resulted in impaired jasmonic acid, salicylic acid, and ROS generation, thus affected the activation of the defense genes and compromised mutant cotton resistance to *V. dahliae* [58]. Moreover, several plant plasma membrane-bound receptors, known as pattern recognition receptors, PRRs have been found to induce the first layer of innate immunity, which is also referred to as PAMP-triggered immunity (PTI) [59].

### 3.7. RT-qPCR Validation of the ABC Genes

In profiling the *ABC* genes, we selected a total of 44 genes out of the 160 genes that were detected in the RNA analysis of the ABC genes of *G. raimondii*. The genes were selected based on their phylogenetic tree grouping, RNA expression level (Figure S4), and the gene structure analysis. 

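Of the 44 genes chosen for RT-qPCR, 42 were represented by a locus in each species. The choice used the RNA levels of these same libraries, so the counts are not independent evidence of their direction. At 48 h in *G. raimondii*, 16 of 34 genes tested rose and 1 fell in roots, and 13 of 39 rose and 0 fell in leaves (2 fell at an unadjusted p under 0.05). In its stems, 5 of 35 rose and 11 fell at 12 h, and 5 rose and 1 fell at 48 h. In *G. trilobum*, 0 of 33 rose by limma and 5 fell in roots at 48 h (4 rose at an unadjusted p under 0.05), 5 of 35 rose and 7 fell in stems, and 2 of 37 rose and 9 fell in leaves. In *G. thurberi*, 2 of 33 rose and 5 fell in roots at 48 h, 7 of 35 rose and 11 fell in stems, and 5 of 39 rose and 10 fell in leaves. The ABC gene Gorai.011G071700 rose in the stems of *G. trilobum* at 48 h, from 13.9 ± 2.77 to 46.2 ± 10.7 FPKM (SD, n = 3, log2 fold change 1.66, standard error 0.22, adjusted p = 0.00138), in those of *G. thurberi*, from 5.92 ± 1.13 to 57.2 ± 46.0 FPKM (SD, n = 3, log2 fold change 2.78, standard error 0.52, adjusted p = 0.00532), and in the leaves of *G. raimondii* at 12 h, from 2.56 ± 0.610 to 11.5 ± 2.80 FPKM (SD, n = 3, log2 fold change 1.80, standard error 0.30, adjusted p = 0.00878). Gorai.001G075900 fell in the leaves of *G. trilobum* at 48 h, from 57.0 ± 16.0 to 18.3 ± 2.37 FPKM (SD, n = 3, log2 fold change -1.56, standard error 0.25, adjusted p = 0.00349), and Gorai.001G258400 fell in the stems of *G. raimondii* at 12 h, from 14.8 ± 5.10 to 3.10 ± 0.840 FPKM (SD, n = 3, log2 fold change -1.90, standard error 0.29, adjusted p = 0.00139).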

In carrying out RT-qPCR validation, root, stem, and leaf tissues were obtained from *G. raimondii*, *G. trilobum*, and *G. thurberi*. Higher expression levels were observed in the root tissues across the three cotton species, which indicated that more genes were inducted at the root level upon *V. dahliae* infection; this could be attributed to the fact that the roots are the primary entry point of the pathogens. The increased expression level of the *ABC* genes perhaps was to boost the immunity of the plant against *V. dahliae* infection. Moreover, significantly higher gene upregulation was observed in the various tissues of the wild cotton species, *G. thurberi* as compared to *G. raimondii* (Figure 6A–C). The result that was obtained is in agreement with previous findings, in which the more tolerant plants have been found to induct more genes when compared to less tolerant plants [55]. Furthermore, the wild cotton species are known to harbor significant and beneficial agronomic traits [43]. The expression nature of the *ABC* genes in the various tissues of cotton infected with *V. dahliae* is an indication that these groups of genes could be playing an important role in enhancing resistance to *V. dahliae* infection.

### 3.8. Virus Induced Gene Silencing (VIGS) Confirmation with the Gene Gh_D11G3432 (ABCF5) on Tetraploid Upland Cotton

The novel *ABC* gene used for further functional analysis of the *ABC* genes through virus induced gene silencing (VIGS) in cotton was identified based on the RNA expression and RT-qPCR validation. The upland cotton seedlings were infused with pTRV2:Gh_D11G3432, pTRV:PDS, pTRV:00, the none infused were used as wild type. After 12 days post inoculation, the cotton seedlings that were infused with the Agrobacterium carrying the TRV:PDS constructs exhibited white parches on the leaves (Albino type of appearance). The over 75% albino appearance occurred on the leaves after 20 days of post inoculation, which indicated that the gene knockdown was effectively done (Figure 7A,B). Furthermore, RT-qPCR assays were performed on leaves that were collected from the plants containing the TRV:00 empty vector and the TRV:Gh_D11G3432 (ABCF5)-construct. The transcript level of the target *Gh_D11G3432* (ABCF5)-gene decreased in the *Gh_D11G3432* (ABCF5)-silenced plants when compared with that in the TRV: 00 empty vector-infected (Figure 7C,D). Moreover, the disease index level was significantly higher in the mutant cotton seedlings as compared to the wild cotton (Figure 7E). These results collectively suggested that the target gene was successfully knocked down in cotton plants. In the evaluation of three known cotton disease responsive genes, cotton polyamine oxidase (GhPAO), cotton ribosomal protein L18 (GhRPL18), and cotton polygalacturonase-inhibiting protein-1 (GhPGIP1) on the *Gh_D11G3432* (ABCF5)-silenced plants, the positive controlled and the wild types under diseases treatment. All the three genes showed significantly low expression levels in the leaf tissues of the *Gh_D11G3432* (ABCF5)-silenced plants when compared with the wild and their controlled plants (Figure 7F). The down regulation of the three genes possibly indicated that the silenced gene had a functional effect in enhancing resistance to disease infection.

### 3.9. Evaluation of Oxidant and Antioxidant Enzymes Concentration Levels in the Leaf Tissues of the Gh_D11G3432 (ABCF5)-Silenced Plants under V. dahliae Infection

The concentration levels of the oxidants and antioxidant enzymes showed that the *Gh_D11G3432* (ABCF5)-silenced plants were highly infected when compared with the wild types and the controlled plants. The two oxidants evaluated were hydrogen peroxide (H_2_O_2_) and malondialdehyde (MDA); there was significant increased elevation of the two oxidants in the mutant cotton when compared to the wild types (Figure 8A,B). Similarly, the levels of the antioxidant enzymes were significantly low when compared to the wild types (Figure 8C–E).

## 4. Discussion

Cotton production globally is threatened by various biotic stress factors, the most common and with greater economic loss is the *Verticillium dahliae* infection [60]. *V. dahliae* infection, which is ranked top among the various forms of biotic stresses with higher economic losses in cotton production, because it causes *Verticillium* wilt, a terminal disease that results in plant death [7]. Controlling of the fungus that causes *Verticillium* wilt has posed a great challenge to plant breeders due to its wide host range, and its longevity in the soil in absence of suitable host [61]. The overall loss that is caused by *V. dahliae* infection in cotton production is estimated to be 30%, being almost equal to losses as a result of various abiotic stress factors, such as drought, salinity, and or cold stresses [43]. Moreover, hybrid sterility and intensive selection has eroded the genetic diversity of the elite cotton cultivars, thus narrowing the genetic diversity of the current cultivated forms of cotton genotypes [62]. The application of the wild cotton species have helped to broaden the genetic diversity and the introgression of some of the novel genes into the cultivated cotton genome [43].

Plants have been found to have evolved a number of strategies in order to tolerate the effects of abiotic and biotic stress factors, one of which is the induction of various stress responsive genes, such as the late embryogenesis abundant (*LEA*) genes [55], MYBs [63], cyclin dependent kinases (CDKs) [56], among others. In this research, we undertook to carry out deep sequencing analysis of three diploid cotton species, *G. raimondii*, *G. trilobum*, and *G. thurberi*, which were grown in highly infected rooting medium with *V. dahliae* fungus. The degree of disease tolerance among the three cotton species was varied; *G. thurberi* and *G. trilobum* were found to be more resistant when compared to *G. raimondii*. A total of 37,233 genes were obtained, among which the ATP-binding cassette (*ABC*) genes were highly mobilized and were found to be highly enriched in various pathways, such as ABC transporters (ko02010), Bile secretion (ko04976), and MicroRNAs (ko05206). 

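As a set, the ABC genes lay above other genes in 3 of the 18 comparisons, all at 48 h in *G. raimondii*. The number called was 1 without 48 h replicate 2 and 4 without 0 h replicate 3. In its roots, 29 rose and 3 fell (35 and 4 adjusted over the list alone) of 89 (adjusted p = 5.65e-06 from camera, and adjusted p = 0.531 with an estimated correlation). In its stems 11 rose and 3 fell (the same counts adjusted over the list alone) of 92 (adjusted p = 0.00801 from camera, and adjusted p = 0.531 with an estimated correlation), and in its leaves 23 rose and 0 fell (5 at an unadjusted p under 0.05) (25 and 2 adjusted over the list alone) of 105 (adjusted p = 0.0388 from camera, and adjusted p = 0.834 with an estimated correlation). In the same leaves the mean log2 FPKM of the photosynthesis list was 6.81, 6.67 and 6.58 at 0 h and 6.36, 5.86 and 5.38 at 48 h, and that of the root uptake list was 2.56, 3.03 and 3.02 at 48 h, above each of the 0 h libraries. The 20 highest loci took 31.7% of the FPKM total in 0 h replicate 2, and 23.0% and 20.4% in the other 0 h replicates. The call in stems was lost without 48 h replicate 2 (adjusted p = 0.0588), and that in leaves without 0 h replicate 2 (0.158), 48 h replicate 1 (0.166) or 48 h replicate 2 (0.0656). Both were lost without a filter on low FPKM (adjusted p = 0.131). Without 1 library the root count of 32 changed genes was 19 without 0 h replicate 2 and 21 without 48 h replicate 1 or 3, and the count of 23 in leaves was 10 and 9 without 0 h replicates 1 and 2 and 7 and 8 without 48 h replicates 2 and 3. The count of 14 in stems was 5 and 9 without 0 h replicates 2 and 3 and 6 without any 1 of the 48 h replicates. Among single genes of *G. raimondii* leaves, Gorai.005G222100 rose from 2.47 ± 1.95 to 102 ± 54.2 FPKM (SD, n = 3, log2 fold change 4.90, standard error 0.44, adjusted p = 0.00217) at 48 h, and Gorai.006G147000 rose from 1.99 ± 0.860 to 16.2 ± 2.27 FPKM (SD, n = 3, log2 fold change 2.56, standard error 0.31, adjusted p = 0.00459) at 12 h. In stems at 48 h Gorai.002G233500 rose from 5.20 ± 1.40 to 14.1 ± 1.82 FPKM (SD, n = 3, log2 fold change 1.30, standard error 0.22, adjusted p = 0.00857). Of the loci of ABC genes, 39, 40 and 39 in *G. raimondii*, *G. trilobum* and *G. thurberi* have a KEGG pathway. ABC transporters (ko02010) holds 37, 37 and 36 of them, bile secretion (ko04976) 22, 22 and 21, and the microRNA pathway (ko05206) 0 in each species, by the pathway names carried by the loci.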

The detection of miRNAs pathways to be associated with the *ABC* genes correlate positively to recent findings that suggest that efflux pumps of the ABC transporter family are dependent on the miRNA-mediated gene regulation mechanism. In addition, the ABC transporters are synchronized and the miRNA-guided network control the proteins that mediate the cell survival in changing environmental conditions [64,65]. Being the fungus block different transport channels within the plants; ABC proteins could perhaps be playing an important role in the regulation of the growth of the fungus within the various vascular bundles, such as phloem and the xylem, thus maintaining the translocation and transportation of photosynthates and water within the plant body [66]. Moreover, the various gene ontology annotations detected for the three GO terms, CC, MF, and BP, showed that the *ABC* genes could be playing a significant role in enhancing cotton resistance to *V. dahliae* infection.

Identification of the proteins encoded by the *ABC* genes in the diploid cotton of the D genome, *G. raimondii*, revealed that 166 proteins of the ABC protein domains are harbored in its genome, and the RNA deep sequencing revealed 160 proteins of the *ABC* gene domain, an indication that the sequencing of these genes in *G. raimondii* attained 96.4%, an indication that these proteins could be playing a role under *V. dahliae* infection in cotton, moreover 161 proteins that were encoded by the *ABC* genes were identified in the other two wild cotton species of the D genome, *G. trilobum* and *G. thurberi.* Phylogenetically, the proteins were grouped into three clades, with clade 1 and 2 containing the highest number of the ABC proteins; however, the novel gene was found to belong to members of clade two, and its ortholog to *Gorai.003G047600* (ABCF5) and *Thecc1EG001255*, the detection of an ortholog pair from *Theobroma cacao* showed that these genes evolved before the separation of the two plant species, being *T. cacao* and *Gossypium*, share a common ancestry. 

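Of the 166 ABC genes, 160 were named by a locus of *G. raimondii* and all 160 were above 0 FPKM in at least 1 of its 27 libraries. An FPKM of at least 1 in at least 3 libraries was reached by 126 of them, by 120 in *G. trilobum* and by 122 in *G. thurberi*. The ABC genes that no locus of *G. raimondii* named were Gorai.008G219100, Gorai.008G290900, Gorai.009G433300, Gorai.013G066600, Gorai.013G209700 and Gorai.N013800. In *G. trilobum* and *G. thurberi* Gorai.008G290900 was named and the other 5 were not. The ABC genes stand on 156 loci in *G. raimondii* and on 151 in each of the other species, and 10, 18 and 18 genes share a locus with another gene, so that their values cannot be separated. A gene without a locus was not measured here, and its absence gives no upper limit of its level, since read counts were not used.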

Across the phylogenetic tree, a number of ortholog pairs were detected, for instance, *Gorai.003G183800* and *Thecc1EG016555*; *Gorai.004G177600*; and, *Loc_Os11G34350,* among others. Due to the large number, only the novel genes with those members in clade 2 were analyzed for their structures, in which the majority of them harbored introns. The intron interruption is a burden to the genes, but the majority of the stress responsive genes have been found to harbor at least a single intron within their structures, for instance, the NAM, ATAF, and CUC (*NAC*) genes are known to be the top plant transcription factors in relation to stress tolerance, but for a number of them, their structures are permeated with introns [67].

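ABC genes rose and fell in each species after inoculation. In *G. thurberi* the ABC gene Gorai.009G137200 rose by 48 h in roots, from 14.3 ± 3.08 to 55.6 ± 6.71 FPKM (SD, n = 3, log2 fold change 1.90, standard error 0.20, adjusted p = 0.00219), and in leaves, from 1.37 ± 0.270 to 12.4 ± 1.59 FPKM (SD, n = 3, log2 fold change 2.50, standard error 0.18, adjusted p = 0.000519). Gorai.008G191700 rose in the stems of *G. thurberi*, from 10.3 ± 1.56 to 62.4 ± 18.9 FPKM (SD, n = 3, log2 fold change 2.45, standard error 0.21, adjusted p = 0.000452). In *G. trilobum*, Gorai.002G073600 rose in leaves at 48 h, from 0.340 ± 0.190 to 3.50 ± 0.730 FPKM (SD, n = 3, log2 fold change 1.74, standard error 0.28, adjusted p = 0.00343). The difference from *G. raimondii* in the change by 48 h was tested by limma. For Gorai.009G137200 in *G. thurberi* it was 2.00 in roots (standard error 0.27, adjusted p = 0.000101) and 2.29 in leaves (standard error 0.25, adjusted p = 6.34e-06). For Gorai.008G191700 in stems it was 2.38 in *G. thurberi* (standard error 0.32, adjusted p = 5.51e-05) and 1.36 in *G. trilobum* (standard error 0.32, adjusted p = 0.00298). For Gorai.008G271700 in roots it was -2.64 in *G. thurberi* (standard error 0.25, adjusted p = 7.57e-06) and -1.96 in *G. trilobum* (standard error 0.25, adjusted p = 0.000116).
Over the 6 comparisons of a species, 58 of 122 tested ABC loci rose at least once in *G. raimondii* (47.5%), 17 of 111 in *G. trilobum* (15.3%) and 27 of 111 in *G. thurberi* (24.3%), and 28, 46 and 33 fell at least once. After median-ratio size factors 57, 29 and 39 rose and 29, 34 and 23 fell, and at the paper's thresholds 42, 11 and 23 rose. Among 132 ABC genes measured in all 3 species, 9 rose in *G. thurberi* and not in *G. raimondii* and 29 the other way (exact McNemar test, two-sided, p = 0.00166). This difference did not pass after median-ratio size factors, with 15 against 23 (exact p = 0.256), or at the paper's thresholds, with 10 against 20 (exact p = 0.0987). Between *G. thurberi* and *G. trilobum* the counts were 15 and 5 (exact p = 0.0414), and between *G. trilobum* and *G. raimondii* 3 and 33 (exact p = 2.27e-07). The McNemar test takes the genes as independent, though all calls of a species come from the same libraries. Its p therefore does not measure the variation between plants. The share of all genes that rose at least once was not counted, so these counts alone do not show a trait of the ABC genes. In leaves at 12 h, genes of any kind that rose numbered 4482 in *G. raimondii*, 631 in *G. trilobum* and 564 in *G. thurberi*. At 48 h they numbered 1518, 1652 and 1385 in roots, 1349, 2093 and 2926 in stems, and 2882, 1345 and 1914 in leaves.
By the interaction of species and time, the change over time differed between the species for 21 of 84 ABC genes in roots, 55 of 87 in stems and 46 of 93 in leaves (22, 56 and 46 adjusted over the list alone). These were 25, 63.2 and 49.5% of the ABC genes tested, against 15.9, 54.8 and 53.4% of all genes. Relative to *G. raimondii*, the change by 48 h was larger in *G. thurberi* for 2 genes and smaller for 17 in roots, 10 and 10 in stems, and 6 and 20 in leaves. After median-ratio size factors these were 2 and 12, 12 and 8, and 12 and 8, so the direction in leaves turned. For *G. trilobum* they were 0 and 16 in roots, 3 and 27 in stems and 3 and 26 in leaves without size factors, and 1 and 11, 7 and 22, and 5 and 7 with them. In leaves without size factors, the median difference of the ABC genes by 48 h was -0.522 in *G. thurberi* and -0.501 in *G. trilobum*. That of all genes was -0.516 and -0.482, so the counts in leaves follow a shift of all genes. The 24 ABC genes changed in the roots of *G. trilobum* at 48 h were 8, 14 and 13 without 0 h replicates 1, 2 and 3, 9 and 10 without 48 h replicates 2 and 3, and 13 with the replicate number as a block. The 17 of *G. thurberi* were 7 and 9 without 0 h replicates 1 and 2, 11 without 48 h replicate 1 or 3, and 28 with 1 fit over the 27 libraries of *G. thurberi*. The interaction count in roots was 11 and 12 without *G. raimondii* replicates 1 and 2 and 13 without *G. thurberi* replicate 2, and that in leaves 29 without *G. raimondii* replicate 2 and 30 without *G. thurberi* replicate 3.

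**Figure D2:**
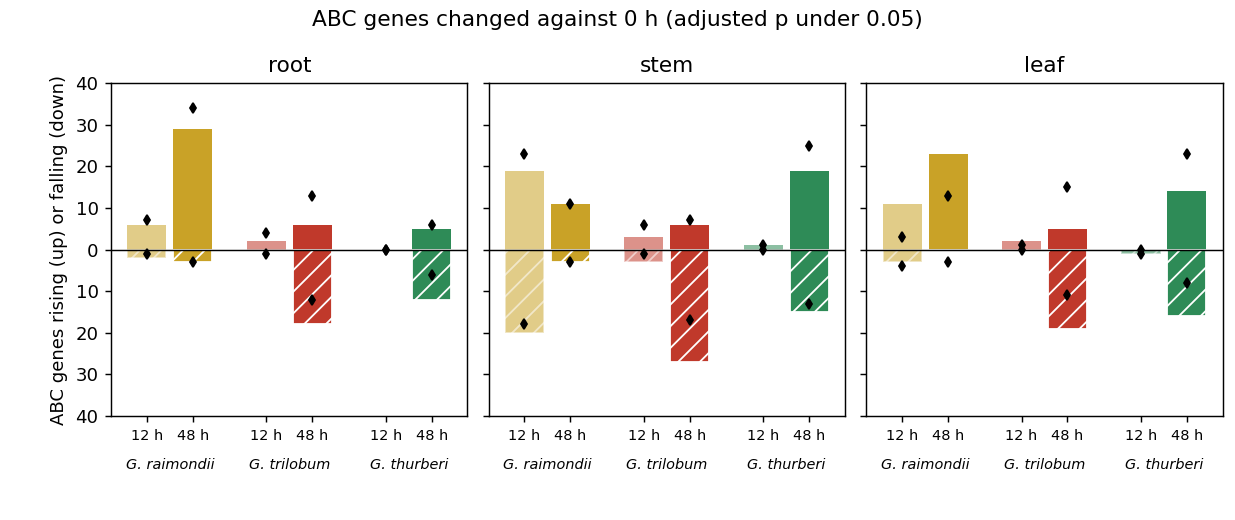
ABC genes changed against 0 h at an adjusted p under 0.05 in roots, stems and leaves. Bars upward count rising genes and hatched bars downward count falling genes, light at 12 h and solid at 48 h, and black diamonds give the counts after median-ratio size factors. In roots at 48 h 29 genes rose and 3 fell in *G. raimondii* (34 and 3 after median-ratio size factors), 6 rose and 18 fell in *G. trilobum* (13 and 12), and 5 rose and 12 fell in *G. thurberi* (6 and 6).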

RNA sequence and RT-qPCR analysis showed that higher numbers of the *ABC* genes were inducted in *G. thurberi* when compared to *G. trilobum* and *G. raimondii*, the results were in agreement with previous findings in which more stress tolerant genotypes have been found to induct more genes when compared to the sensitive ones, for instance, Magwanga et al. [43] found that more of the *LEA* genes were upregulated in the various tissues of G. tomentosum under drought stress when compared to *G. hirsutum* [43]. Moreover, more genes were found to be upregulated in the tissues of Verticillium wilt resistant hop cultivar as compared to the susceptible cultivar [68]. The gene expression results were further supported by the analysis of various oxidant and antioxidant enzymes on the leaf tissues of the three cotton species, MDA and H_2_O_2_ levels were higher in the leaves of *G. raimondii* and *G. trilobum*, but they were significantly reduced in the leaf tissues of *G. thurberi*, the opposite was true with the concentration levels of the various antioxidant enzymes evaluated. When plants are exposed to any form of stress, the delicate balance of reactive oxygen species (ROS) production and elimination become altered, leading to excessive production and the accumulation of ROS, which becomes intolerable to plant cell, leading to oxidative stress, and eventually sudden cell death, even though ROS are signal transducers [69].

Finally, we carried out functional analysis of the homeolog gene to *Gorai.007G244600* in upland cotton in order to understand whether the silencing of the gene could result into any changes within the plants under disease infection. Virus-induced gene silencing (VIGS) is an RNA silencing method that uses the recombinant viral vectors to transiently knock down the expression of the plant gene in a sequence-specific manner [70]. The mutant upland cotton seedlings exhibited a higher disease index, and the silenced gene was significantly downregulated on the leaf tissues. Moreover, evaluation of three plant biotic stress responsive genes, cotton polyamine oxidase (GhPAO), cotton ribosomal protein L18 (GhRPL18), and cotton polygalacturonase-inhibiting protein-1 (GhPGIP1) [71] were all downregulated in the leaves of the mutant but they were significantly upregulated in the wild and the positive controlled plants. The transgenic Arabidopsis plants with an overexpression of cotton polyamine oxidase (GhPAO) significantly improved their tolerance to *V. dahliae* and maintained putrescine [17]. In addition, overexpression of the ribosomal protein L18 (RPL18) gene in the model plant enhances resistance to *V. dahliae* [72]. The downregulation of these genes in the mutant cotton showed that the silenced gene had a significant role in boosting immunity of cotton to *V. dahliae* infection. Furthermore, the oxidant and antioxidant enzymes showed that the mutant cotton seedlings were highly affected by the disease infection as compared to the wild types.

## 5. Conclusions

Poor fiber quality and reduction in overall yield of cotton has been attributed to abiotic and biotic stress factors, and with *V. dahliae* infection accounting for 30% reduction in fiber quality and quantity [73]. The controlling of *V. dahliae* infection through conventional methods is not possible due to wide host range and the longevity of the infectious fungi in the soil, thus the application of molecular approach is the best mechanism to develop more resilient cotton genotypes with a higher resistance to *V. dahliae* infection. In this research work, we carried out RNA sequencing of three cotton species of the D genome, *G. raimondii*, *G. trilobum*, and *G. thurberi*, which were grown under high *V. dahliae* infested rooting medium. We obtained over 37,000 genes with varying levels of expression. Due to the huge number of genes obtained, we isolated the *ABC* gene family for further analysis based of KEGG pathways results of the top 20 highly expressed genes. From RNA sequencing, we obtained 160, 161, and 161 *ABC* genes in *G. raimondii*, *G. trilobum*, and *G. thurberi*, respectively. We further carried out whole genome identification of the *ABC* genes in *G. raimondii*, and found that it harbors a total of 166 *ABC* genes. Phylogenetically, the proteins encoded by the *ABC* genes were classified into three clades with varying physiochemical properties. 

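The ABC gene Gorai.007G244600, which encodes a member of the ABC F family, passed in 3 of the 18 comparisons with 0 h. In the leaves of *G. thurberi* at 48 h it rose to 285 ± 33.7 FPKM (SD, n = 3, log2 fold change 1.18, standard error 0.23, adjusted p = 0.00689), the rank of 953 among 24437 genes by fold change. In the roots of *G. raimondii* at 48 h it rose to 18.8 ± 1.53 FPKM (SD, n = 3, log2 fold change 0.60, standard error 0.15, adjusted p = 0.0286). It fell in the stems of *G. trilobum* at 48 h, to 29.9 ± 10.7 FPKM (SD, n = 3, log2 fold change -1.43, standard error 0.25, adjusted p = 0.00434). In the other comparisons at 48 h it did not pass. The log2 fold change was 0.58 in the stems (adjusted p = 0.0706) and 0.37 in the leaves (adjusted p = 0.511) of *G. raimondii*, 0.05 in the roots (adjusted p = 0.864) and 0.47 in the leaves (adjusted p = 0.113) of *G. trilobum*, and -0.49 in the roots (adjusted p = 0.0843) and -0.02 in the stems (adjusted p = 0.932) of *G. thurberi*. At 12 h it passed in none of the 9 comparisons by limma, where its unadjusted p was under 0.05 in the stems of *G. trilobum* (0.0259) and *G. thurberi* (0.0323).
The call in the roots of *G. raimondii* was lost without 0 h replicate 2 (adjusted p = 0.0512) and without 48 h replicate 1, 2 or 3 (0.0939, 0.0667 and 0.0573), and also with 1 fit over the 27 libraries of *G. raimondii* (0.111) and with the replicate number as a block (0.0584). Further comparisons passed when 1 library was left out, namely the stems of *G. raimondii* at 48 h (0.0153), the roots of *G. thurberi* at 48 h, falling (0.0301), and the leaves of *G. trilobum* at 48 h (0.0441), each without 12 h replicate 3, and the stems of *G. trilobum* at 12 h, falling, without 48 h replicate 2 (0.0492). After median-ratio size factors the gene also passed in the leaves of *G. trilobum* at 48 h (log2 fold change 0.89, adjusted p = 0.0448). The change by 48 h differed from that in *G. raimondii* by -1.10 in the roots of *G. thurberi* (adjusted p = 0.00421) and by -2.01 in the stems of *G. trilobum* (adjusted p = 6.32e-05), and in leaves by 0.81 in *G. thurberi* (adjusted p = 0.12) and 0.10 in *G. trilobum* (adjusted p = 0.866).

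**Figure D3:**
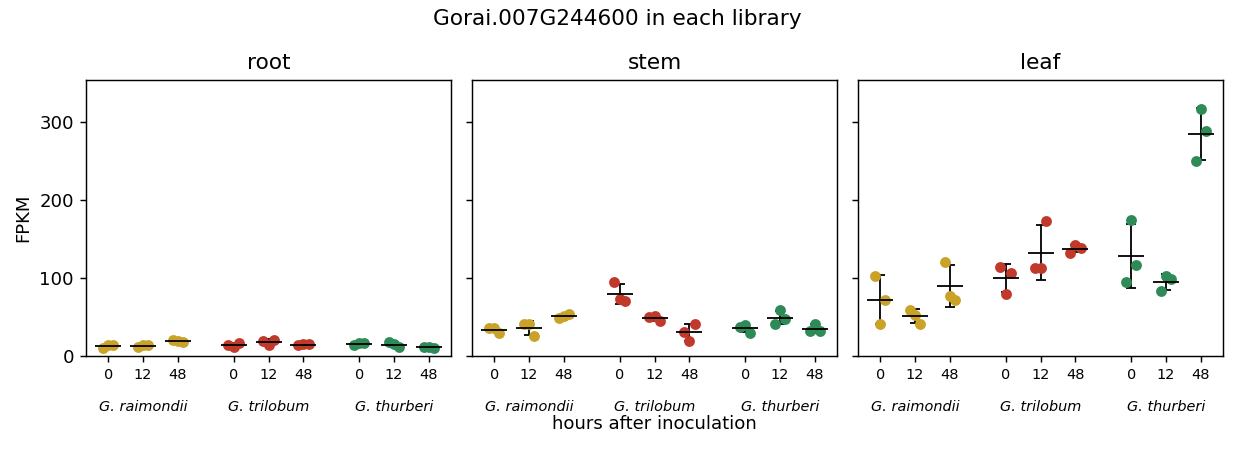
FPKM of Gorai.007G244600 in each library at 0, 12 and 48 h after inoculation, in roots, stems and leaves of the 3 species. Points are libraries, and the black bars give the mean and SD of 3 replicates. The mean in the leaves of *G. thurberi* is 285 at 48 h, and that in the stems of *G. trilobum* is 29.9 at 48 h.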

A novel *ABC* gene, *Gorai.007G244600*, was identified, and it was found to be highly upregulated; its homolog in the tetraploid cotton was identified, and found to be *Gh_D11G3432*, which was used to carry out functional analysis of the *ABC* gene family under *V. dahliae* infection condition. The mutant cotton plants’ ability to resist and tolerate *V. dahliae* infection was significantly reduced, as evident by higher levels of oxidant enzymes and disease index scores. The results therefore revealed that *ABC* genes could be playing an important role in enhancing the resistance to *V. dahliae* infection.

## Figures and Tables

**Figure 1:**
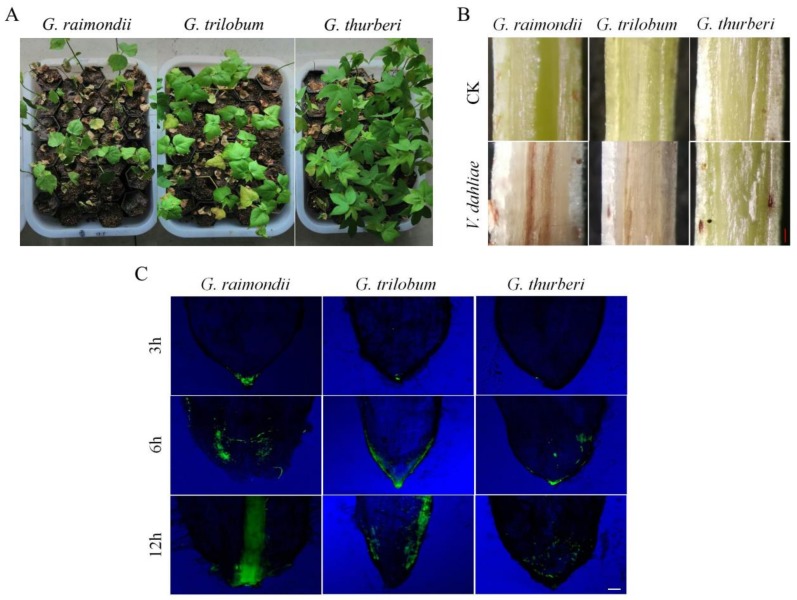
Physical and Florescence microscope examinations on stem and root samples of *G. raimondii*, *G. trilobum*, and *G. thurberi* infected with *V. dahliae*. (**A**) Disease symptoms at 25 dpi. (**B**) 25 dpi stem tissues (The lower part of the cotyledon node) showing brown color changes among three species on the cortical and vascular bundle regions (**C**) Root tips colonized by a green fluorescent protein (GFP) expressing isolate Vd-GFP at 3 h, 6 h, 12 h. CK: control. The scale bars approximately 10 µm.

**Figure 2:**
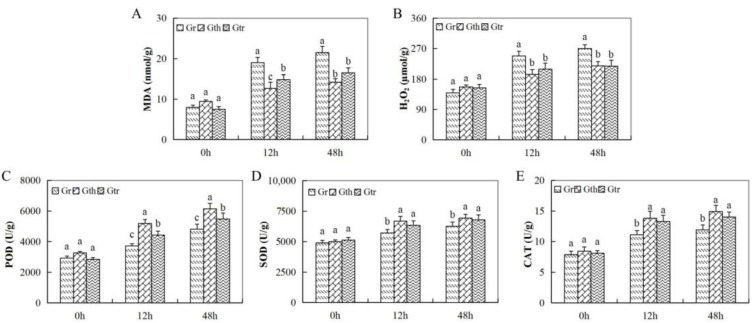
Oxidant and antioxidant enzymes concentration determination in the three cotton species under *V. dahliae* infection. (**A–E**): The changes of malondialdehyde (MDA), hydrogen peroxide (H2O2), peroxidase (POD), superoxide dismutase (SOD), and catalase (CAT) at different times post *V. dahliae* inoculation. Different letters indicate significant differences between the three cotton species (two-tailed; *p* <0.01).

**Figure 3:**
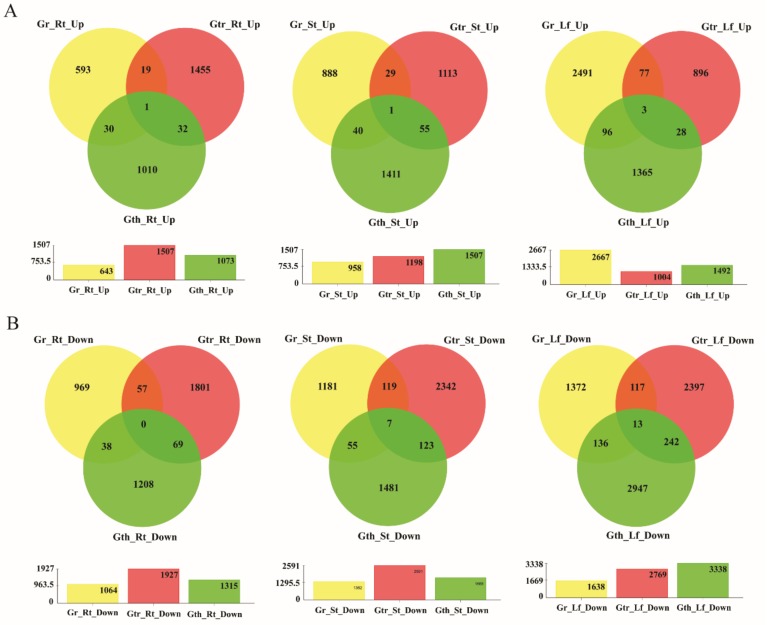
The Venn diagram of the differentially expressed genes (DEGs). The numbers indicate unique and common DEGs in three replicates for the different comparisons. Gr: *Gossypium raimondii*, Gtr: *Gossypium trilobum*, Gth: *Gossypium thurberi*, Rt: Root, St: Stem, and Lf: Leave. (**A**) Up regulation DEGs in three replicates for the different comparisons. (**B**) Down regulation DEGs in three replicates for the different comparisons. Y-axis: Number of DEGs.

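The genes behind the rising and falling counts were matched between the species by their *G. raimondii* gene IDs, over 17873 genes tested in the roots of all 3 species, 18026 in stems and 17771 in leaves. In roots, 539 genes rose in both *G. trilobum* and *G. thurberi*, where 59.6 were expected by chance (ratio 9.04), 177 in both *G. raimondii* and *G. trilobum* (42.4 by chance, ratio 4.18) and 86 in both *G. raimondii* and *G. thurberi* (30.7 by chance, ratio 2.81). The last ratio was 1.08 and did not pass when the genes were taken by adjusted p. In roots 49 genes rose and 199 fell in all 3 species, in stems 129 rose and 257 fell, and in leaves 174 rose and 190 fell. Over the 18 pairs of species, tissue and direction the ratio to chance was 1.76 to 9.04 with a median of 3.58 (one-sided Fisher's exact test, highest adjusted p = 2.22e-18). By adjusted p under 0.05 in place of the paper's thresholds it was 1.08 to 8.20 with a median of 1.67, with 5 of the 18 pairs at a ratio of at least 2 and a highest adjusted p of 0.252. Fisher's test takes the genes as independent, though all calls of a species come from the same libraries. Its p values therefore do not measure the variation between plants. The lipoxygenase gene Gorai.011G060400 and the WRKY gene Gorai.009G124000, which rose in the roots of both *G. trilobum* and *G. thurberi* at 48 h, are examples of shared genes.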

**Figure 4:**
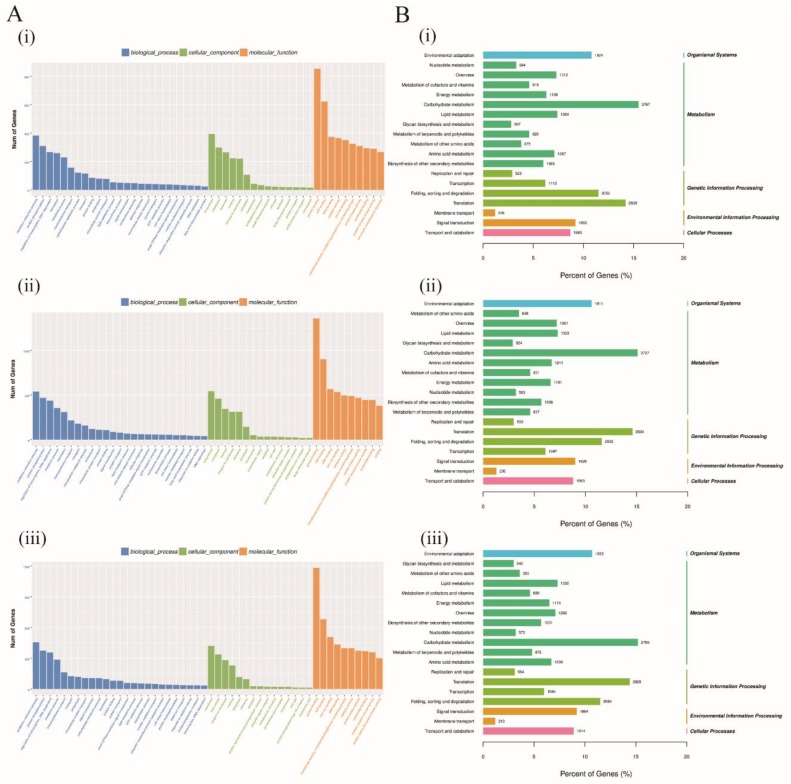
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of all the significant DEGs on the root tissues of *G. raimondii*, *G. trilobum*, and *G. thurberi*. (**A**) (i)–(iii) GO analysis of all the significant DEGs on the root tissues of *G. raimondii*, *G. trilobum*, and *G. thurberi.* (**B**) (i)–(iii) KEGG pathway analysis of all the significant DEGs on the root tissues of *G. raimondii*, *G. trilobum*, and *G. thurberi*.

**Figure 5:**
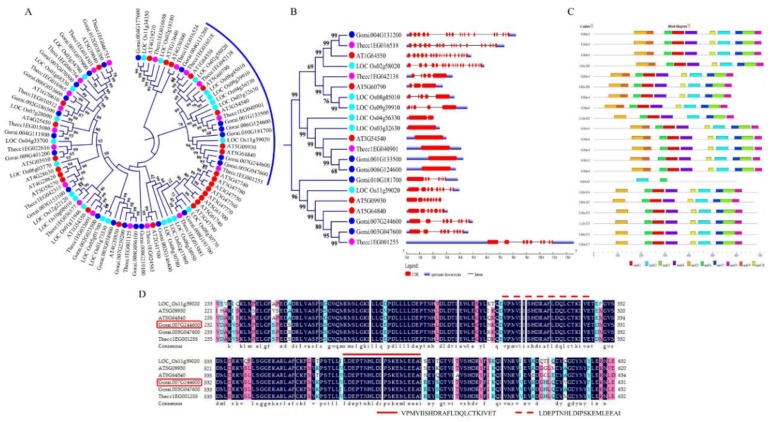
Phylogenetic tree, structural analysis and motif analysis of the Clade members of the cotton proteins encoded by the *ABC* genes in cotton. (**A**) Phylogenetic tree analysis of *G. raimondii* ABC proteins together with other plants. (**B**) Gene structures of the sub-region containing the novel gene used in RNAi analysis. (**C**) Motif identification through Multiple EM for Motif Elicitation (MEME) analysis. (**D**) Alignment of the sub region of the proteins containing the novel gene for RNAi.

**Figure 6:**
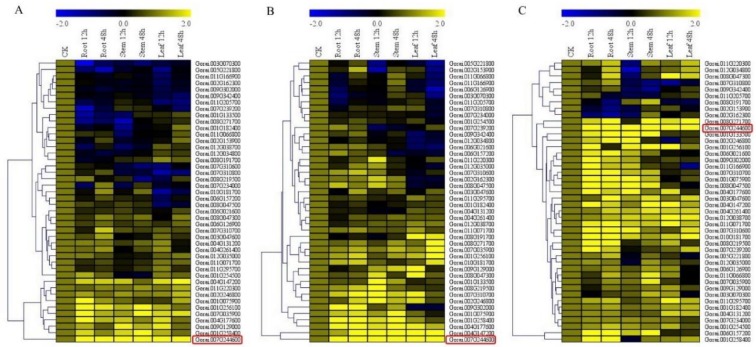
Quantitative Real-Time PCR (RT-qPCR) analysis of the expression of the *ABC* genes (**A**) RT-qPCR validation on the various tissues of *G. raimondii*. (**B**) RT-qPCR validation of the various tissues of *G. trilobum*. (**C**) RT-qPCR validation of the various tissues of *G. thurberi*. The heat map was visualized using Mev.exe program (Showed by log 10 values) in control and in treated 0 h, 12 h, and 48 h after disease exposure. Yellow–up regulated, blue–down regulated and black-no expression. CK: Control.

**Figure 7:**
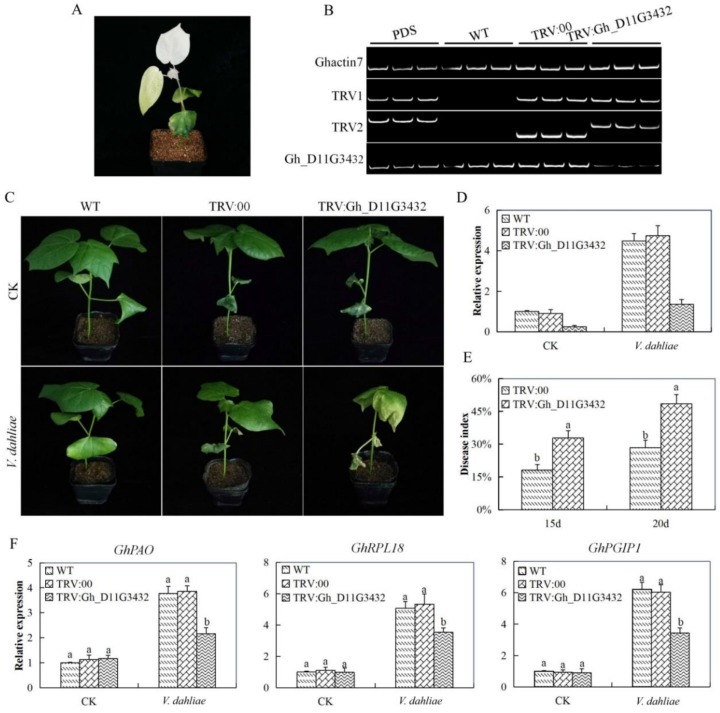
Phenotype observed in the silenced plants with the tobacco fragile virus (TRV): 00 empty vector, wild type plants, and *Gh_D11G3432* (ABCF5)-silenced plants at 20 days post inoculation. (**A**) Albino appearance on the leaves of the Phytoene desaturase (PDS) infused plants. (**B**) Gel electrophoresis in determining the effectiveness of gene silencing by the use of vector. (**C**) No obvious symptoms in the leaves of the TRV: 00-infected plant was observed. (**D**) RT-qPCR analysis of the change in the expression level of the *Gh_D11G3432* (ABCF5) gene in cotton plants treated with virus-induced gene silencing (VIGS). (**E**) Disease index on the VIGS and non VIGS plants under disease treated condition. (**F**) Stress responsive transcription analysis “TRV: 00” represents the plants carrying control the TRV2 empty vector; “TRV: *Gh_D11G3432*” represents the *Gh_D11G3432* (ABCF5)-silenced plants. Letters a/b indicate statistically significant differences (two-tailed, *p* <0.05). Error bars of the *Gh_D11G3432* (ABCF5) gene expression level represent the standard deviation of three biological replicates. CK: Control.

**Figure 8:**
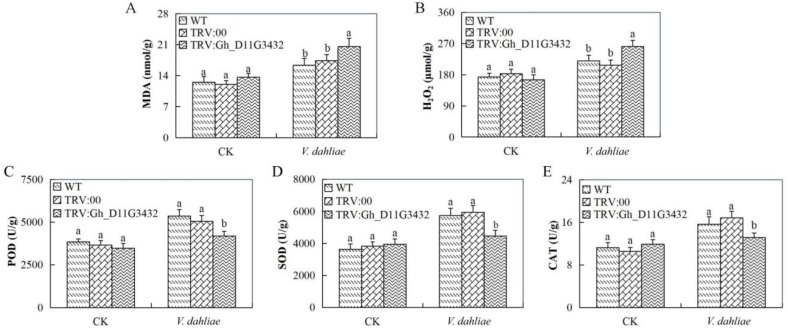
Determination of oxidants and antioxidant concentration levels in *Gh_D11G3432* (ABCF5). (**A**) Quantitative determination of MDA concentration. (**B**) Quantitative determination of H2O2 concentration. (**C**) Quantitative determination of POD concentration (**D**) Quantitative determination of SOD. (**E**) Quantitative determination of CAT in the leaves of wild-type and mutant cotton. In (**A–E**), each experiment was repeated three times. Bar indicates standard error (SE). Different letters indicate significant differences (ANOVA; *p* <0.05). CK: normal conditions.

**Table 1:** Details of the biotic stress responsive genes.

Gene	Forward Sequence	Reverse Sequence
*GhPAO*	GGACAATCGCCTGAAACTGA	GAGGTCGCTTTGAAGAACACTA
*GhRPL18*	GCAGTTGAACAGATGTACGCT	ATTGCTTGGTGCTGTCCCTC
*GhPGIP1*	TCTGGTACAATCCCTGCCTC	CAGATCCAGCCTTGCCAAAC

**Table 2:** Quality assessment of raw RNA-seq data.

Sample	Raw Data		Valid Data		Valid Ratio (Reads)	Q20%	Q30%	GC Content%
	Read	Base (G)	Read	Base (G)				
Gr_0L	45,671,298	6.85	45,174,949	6.77	98.89	99.42	95.62	46.67
Gr_12L	44,184,191	6.63	43,550,318	6.53	98.57	99.36	95.79	44.50
Gr_48L	41,258,547	6.19	40,872,607	6.13	99.07	99.45	95.43	44.67
Gr_0S	44,446,223	6.67	44,021,567	6.60	99.05	99.46	94.47	44.50
Gr_12S	46,330,216	6.95	45,813,186	6.87	98.88	99.50	94.66	44.17
Gr_48S	43,325,707	6.50	42,853,911	6.43	98.91	99.43	94.48	44.50
Gr_0R	46,091,584	6.91	45,704,989	6.86	99.16	99.50	94.28	44.33
Gr_12R	46,517,417	6.98	46,111,933	6.92	99.13	99.45	94.23	44.17
Gr_48R	44,322,955	6.65	43,866,601	6.58	98.98	99.47	94.56	44.00
Gth_0L	40,268,095	6.04	39,685,912	5.95	98.55	99.31	95.57	45.50
Gth_12L	46,036,569	6.91	45,436,039	6.82	98.68	99.28	95.50	45.00
Gth_48L	43,532,067	6.53	41,902,559	6.28	96.48	98.29	93.11	45.83
Gth_0S	43,844,243	6.58	43,353,597	6.50	98.88	99.36	94.00	45.00
Gth_12S	47,615,319	7.14	46,946,61	7.04	98.60	99.17	92.61	44.50
Gth_48S	43,248,223	6.49	42,695,944	6.40	98.72	99.27	93.47	44.67
Gth_0R	44,767,686	6.71	44,295,005	6.65	98.95	99.16	91.83	44.50
Gth_12R	52,161,200	7.82	51,588,587	7.74	98.91	99.15	92.61	44.17
Gth_48R	48,449,214	7.27	47,914,659	7.19	98.90	99.28	93.45	44.33
Gtr_0L	44,308,137	6.65	43,769,161	6.56	98.78	99.36	95.57	45.50
Gtr_12L	42,008,271	6.30	41,421,274	6.21	98.59	99.23	94.87	45.50
Gtr_48L	46,357,695	6.96	45,889,514	6.88	98.99	99.47	95.55	46.17
Gtr_0S	44,317,347	6.65	43,840,067	6.58	98.92	99.29	92.52	44.50
Gtr_12S	44,015,373	6.60	43,571,182	6.54	98.99	99.30	92.83	44.50
Gtr_48S	49,119,885	7.37	48,625,743	7.29	98.99	99.24	92.62	45.33
Gtr_0R	46,559,101	6.99	46,138,478	6.92	99.10	99.33	92.80	44.83
Gtr_12R	43,146,409	6.47	42,689,842	6.40	98.95	99.47	94.06	44.00
Gtr_48R	42,801,330	6.42	42,373,817	6.36	98.99	99.31	92.90	44.17

## Supplementary Materials

The following are available online at http://www.mdpi.com/2073-4425/10/2/110/s1, Figure S1: Percentage content of exon, intron and gene interval region sequence location; Figure S2: Phylogenetic analysis of ABCs in diploid cotton, *G. raimondii* and the model plant, *A. thaliana*, *T. cacao* and *O. sativa*; Figure S3: Chromosomal distribution of *ABC* genes in D genome; Figure S4: Expression patterns of *ABC* genes by RNA-Sequencing; Table S1: Hisat was used to compare the valid pre-processed data (Valid Data) with the reference genome, and Reads was compared with the reference genome according to the location information of the gene specified in the genome annotation file.; Table S2: Physiochemical properties of the *ABC* genes in *Gossypium raimondii*.; Table S3: Subcellular localization prediction of ABC proteins in *Gossypium raimondii*.; Table S4: Primers used in RT-qPCR analysis of *ABC* genes expression pattern.

# Supplementary material for: RNA-Sequencing, Physiological and RNAi Analyses Provide Insights into the Response Mechanism of the ABC-Mediated Resistance to Verticillium dahliae Infection in Cotton
**Source:** Genes (Basel). 2019 Feb 1;10(2):110. doi: 10.3390/genes10020110
**Supplement:** Supplementary file 1

| Sample | Valid reads | Mapped reads | Mapped reads | Unique Mapped reads | Unique Mpped reads | Multi Mapped reads | Multi Mapped reads | PE Mappe reads | PE Mappe reads |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gr_0L | 45174949 | 41088840 | 91.13% | 31891244 | 70.87% | 9197596 | 20.26% | 38381750 | 85.18% |
| Gr_12L | 43550318 | 41141907 | 94.47% | 32569572 | 74.83% | 8572334 | 19.64% | 39136393 | 89.84% |
| Gr_48L | 40872607 | 38946472 | 95.29% | 31057088 | 75.98% | 7889384 | 19.31% | 37096265 | 90.77% |
| Gr_0S | 44021567 | 42146359 | 95.74% | 32587854 | 74.06% | 9558506 | 21.69% | 40389025 | 91.74% |
| Gr_12S | 45813186 | 43789549 | 95.58% | 33932948 | 74.09% | 9856602 | 21.49% | 41914190 | 91.49% |
| Gr_48S | 42853911 | 41065220 | 95.84% | 31998937 | 74.72% | 9066283 | 21.12% | 39319607 | 91.77% |
| Gr_0R | 45704989 | 43682019 | 95.58% | 33467358 | 73.23% | 10214661 | 22.35% | 41906290 | 91.70% |
| Gr_12R | 46111933 | 43982376 | 95.38% | 33656289 | 73.02% | 10326087 | 22.37% | 42037968 | 91.17% |
| Gr_48R | 43866601 | 41968459 | 95.70% | 32554678 | 74.28% | 9413781 | 21.42% | 40173806 | 91.63% |
| Gtr_0L | 43769161 | 38829808 | 88.73% | 23209491 | 53.03% | 15620317 | 35.70% | 35847235 | 81.93% |
| Gtr_12L | 41421274 | 36627395 | 88.39% | 21711273 | 52.38% | 14916123 | 36.01% | 33745271 | 81.41% |
| Gtr_48L | 45889514 | 40644443 | 88.59% | 24041529 | 52.41% | 16602914 | 36.19% | 37402977 | 81.55% |
| Gtr_0S | 43840067 | 38628705 | 88.17% | 22689929 | 51.80% | 15938775 | 36.37% | 35260481 | 80.53% |
| Gtr_12S | 43571182 | 38419112 | 88.24% | 22621675 | 52.00% | 15797437 | 36.24% | 35089705 | 80.63% |
| Gtr_48S | 48625743 | 41811833 | 86.29% | 24636646 | 50.94% | 17175187 | 35.35% | 37583611 | 77.64% |
| Gtr_0R | 46138478 | 40332508 | 87.33% | 23927011 | 51.81% | 16405497 | 35.52% | 36586750 | 79.17% |
| Gtr_12R | 42689842 | 37994822 | 89.00% | 22581963 | 52.89% | 15412859 | 36.12% | 34722870 | 81.34% |
| Gtr_48R | 42373817 | 37487813 | 88.41% | 22092617 | 52.10% | 15395196 | 36.31% | 34210921 | 80.64% |
| Gth_0L | 39685912 | 35354030 | 89.07% | 20648174 | 52.03% | 14705855 | 37.04% | 32710146 | 82.40% |
| Gth_12L | 45436039 | 40197818 | 88.50% | 23824669 | 52.43% | 16373149 | 36.07% | 37507421 | 82.56% |
| Gth_48L | 41902559 | 37087854 | 88.57% | 21753894 | 51.96% | 15333960 | 36.61% | 34533379 | 82.47% |
| Gth_0S | 43353597 | 38327365 | 88.39% | 22798365 | 52.59% | 15529000 | 35.81% | 34910708 | 80.50% |
| Gth_12S | 46946611 | 41013849 | 87.42% | 24355821 | 51.94% | 16658028 | 35.48% | 36844071 | 78.54% |
| Gth_48S | 42695944 | 37444405 | 87.69% | 22389213 | 52.42% | 15055191 | 35.28% | 33832392 | 79.25% |
| Gth_0R | 44295005 | 39256626 | 88.61% | 23278745 | 52.54% | 15977880 | 36.07% | 35684011 | 80.53% |
| Gth_12R | 51588587 | 45593430 | 88.36% | 27051173 | 52.42% | 18542257 | 35.94% | 41282671 | 80.01% |
| Gth_48R | 47914659 | 42392977 | 88.48% | 25373749 | 52.95% | 17019228 | 35.53% | 38254203 | 79.87% |

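Supplementary Table 1 gives, for each species, tissue and time, the means over replicates of the valid reads and of the shares that HISAT placed on the *G. raimondii* genome. Averaged over the 9 groups of a species, the paper's mapped share is 95.0% in *G. raimondii* (91.1 to 95.8%), 88.1% in *G. trilobum* (86.3 to 89%) and 88.3% in *G. thurberi* (87.4 to 89.1%). The paper's share of reads at a unique place is 73.9%, 52.2% and 52.4%, and that at several places 21.1%, 36.0% and 36.0%. The number of loci with an FPKM of at least 1 in a library was 21633 to 23756 in *G. raimondii*, 19570 to 23867 in *G. trilobum* and 19737 to 23713 in *G. thurberi*. By FPKM, each of the 81 libraries was nearest to a library of its own tissue, and 77 were nearest to a library of their own group. The other 4 were nearest to a library of the other of 0 h and 12 h, namely replicate 3 of *G. trilobum* leaves at 12 h, replicate 3 of *G. thurberi* roots at 12 h (correlation 0.945, and 0.916 within its group), and replicate 2 at 0 h and replicate 1 at 12 h of *G. thurberi* stems, which were nearest to each other (0.948). Genes changed in the roots of *G. thurberi* at 12 h numbered 17, and 44 without replicate 3.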

**Supplementary Table 1.** Hisat was used to compare the valid pre-processed data (Valid Data) with the reference genome, and Reads was compared with the reference genome according to the location information of the gene specified in the genome annotation file.

# Supplementary material for: RNA-Sequencing, Physiological and RNAi Analyses Provide Insights into the Response Mechanism of the ABC-Mediated Resistance to Verticillium dahliae Infection in Cotton
**Source:** Genes (Basel). 2019 Feb 1;10(2):110. doi: 10.3390/genes10020110
**Supplement:** Supplementary file 1

**Supplementary Table 2.** Physiochemical properties of the ABC genes in *Gossypium raimondii.*

# Supplementary material for: RNA-Sequencing, Physiological and RNAi Analyses Provide Insights into the Response Mechanism of the ABC-Mediated Resistance to Verticillium dahliae Infection in Cotton
**Source:** Genes (Basel). 2019 Feb 1;10(2):110. doi: 10.3390/genes10020110
**Supplement:** Supplementary file 1

**Supplementary Table 3.** Subcellular localization prediction of ABC proteins in *Gossypium raimondii.*

Note:Note: cTP: chloroplast transit peptide; mTP: mitochondrial targeting peptide; Other: nucleus, cytoplasmic or otherwise; SP: signal peptide; S: Secretory pathway; M: Mitochondrion; C: cytoplasm; -: other regions; plas: plasma membrane; cyto: cytoplasm; chlo: chloroplast; golg: golgi body; mito: mitochondrion and nucl: nuclear.

# Supplementary material for: RNA-Sequencing, Physiological and RNAi Analyses Provide Insights into the Response Mechanism of the ABC-Mediated Resistance to Verticillium dahliae Infection in Cotton
**Source:** Genes (Basel). 2019 Feb 1;10(2):110. doi: 10.3390/genes10020110
**Supplement:** Supplementary file 1

**Supplementary Table 4.** Primers used in qRT-PCR analysis of ABC genes expression pattern.

| Gene ID | Forward sequence (5'-3') | Reverse sequence (5'-3') |
| --- | --- | --- |
| Gorai.001G075900 | CCAAAATCAGGAAATAAGTG | TTAAGTGTTATTCCCTTGAG |
| Gorai.001G133500 | CTACTTCTACTAAACCCAAG | TGTTAGATTGAGTTTGTTCT |
| Gorai.001G182400 | GTTGGGGTGATGACGGAA | TGGATGCTAACAATGCGG |
| Gorai.001G254500 | TAATATCCACCATTTTCGTTT | TATCTCTCCTTACAGGATCA |
| Gorai.001G256100 | GGAAGAAGTATTTAGAAGCA | CAGTTGAAACACTAAAAACA |
| Gorai.001G258400 | GATCTTATAGCAGTTTTCCA | TTTTCTTTCTCTGTTTGTTG |
| Gorai.002G153900 | TATATTACCAGTGCTTTTCA | ATCGCTAATCCAAGACC |
| Gorai.002G162300 | ATTACAGTGAAACACAAAAC | TAGCAATGTAGTAAGATTCG |
| Gorai.002G246800 | GAGGATAGAACAATGGAAAT | TTCTTCTGTTTGAATTTTGG |
| Gorai.003G047600 | CTGTCATTACTGTTTCGC | TCCTTTACCCTTGCCTCG |
| Gorai.003G070300 | CCATGGTACTCTATTTTCTC | AGCTGGTTTAATATTTCCAT |
| Gorai.004G131200 | TGCGTTTCTGACTTTTCC | ACAGTTGGCTTCGGTTTA |
| Gorai.004G147200 | CTTCTTCTTTCTGTTTTCTG | AAGAAAACTTGGAAAACATC |
| Gorai.004G177600 | CATGATTTTATAATGGCGAC | GCAAAACTCACAGATAGG |
| Gorai.004G261400 | TCATCCGCTCTGTCCATA | CCAAACAACCTTCCCCTC |
| Gorai.005G221800 | AATGGGTCCTTCGGGTTG | TGTCCTGCTTGGCTTGTG |
| Gorai.006G021600 | TACATCGGAGCTGGTCTA | CGTGTTGTGAGGTTTTCT |
| Gorai.006G126900 | AAAACACAGTGGTGAAGCA | AACACAAATAGATAAAGCC |
| Gorai.006G157200 | AACCGATAGAGTGGGGAT | GAGAAGAGTAGGCAGGGC |
| Gorai.007G035900 | GTTAGTCATTTTGGATGAAC | CTTAAAACATCAGCTTCTTC |
| Gorai.007G234000 | ATTGGAAACACAATTTCATC | AGAGCAATAAGACAAAGTAG |
| Gorai.007G239200 | TTTTGAAGAAGAAATGGTTG | ATATAATAAGCTCAAACCCC |
| Gorai.007G244600 | TCCAATACAGAAGAAATTGA | ATAGCTCTTGGTAATGTTTT |
| Gorai.007G310600 | GGGAGAACAGGCAGTGGT | AGGGATGATGCTGAGTCG |
| Gorai.007G310700 | TCGTTTGTGTCTGTAGCC | TTGTGTCAGGAAGGTTGT |
| Gorai.007G310800 | TTTCGTTTTCTGGGTTGC | AAGGTTGTAGATTGGCTC |
| Gorai.008G047300 | TTCTCCAAGTGAAAAGATAG | AGTTCTACAATCCGAAATAG |
| Gorai.008G047500 | TTTTGATAAATGCGTAAAGG | AATTCTATCAACCTGTGAAA |
| Gorai.008G191700 | TGCAATGTTTTCAAATGTTA | CAGGAAATAACTCCATTACA |
| Gorai.008G219500 | GAATACTAATCAAGGAACGA | CCAATAGATTATGAAGACGA |
| Gorai.008G271700 | TTTTGTGGCTACCTTAAATA | GTCATATTCCAACACAGATA |
| Gorai.009G129000 | CTATTGAAGGGTATTAGTGG | ATCCATTAGAGTGGTTTTAC |
| Gorai.009G302000 | TATAATGCTCGAAGGAAAAA | GTTAAGGAAATCAGTCTTCA |
| Gorai.009G342400 | CCATTAACGCTTGTGCTC | AATCCTTTGCTTCTGCCC |
| Gorai.010G181700 | TCCTTGCCCCTCGTTTAC | TCGCTTTCTGGGTCCTTA |
| Gorai.011G066800 | TCCCAAAAACCAAGTCAC | CCATAAGCTGCAGTACCA |
| Gorai.011G071700 | CTTCCCTTCACTCCTCTA | AACCTATCCTCACCAACT |
| Gorai.011G166900 | GAGATTGCTGGATGGAGT | TTGAGGATTGTGGTGGTT |
| Gorai.011G205700 | GCTGTGGCTAATGGTGTG | GCTGAGTTCCTGAGGTGG |
| Gorai.011G220300 | AAGAAGAAAAGGAGAATGAC | GTTCATTAGGCTTCAAAATC |
| Gorai.011G295700 | AAATCTCATTAGCCATCTAC | CTGGATTCTTGTTATTGGTA |
| Gorai.012G034800 | ACCTCTCTGCTCCATCTA | TTTGCCTTGCCTCGTATT |
| Gorai.012G035000 | CTAATGGTTGTGGTAAATCT | GTCTGGATTTTGGAATACAT |
| Gorai.012G038700 | CTAATTCTGGAAGTGAAAGA | AAATACTCTCCAAAATCCAA |

How the deposited data were processed for this re-analysis (not part of the article)

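The data are FPKM values, as deposited, of 81 RNA sequencing libraries from roots, stems and leaves of *G. raimondii*, *G. trilobum* and *G. thurberi* at 0, 12 and 48 h after inoculation with *V. dahliae*, with 3 libraries for each species, tissue and time. The sources used here say that there were biological replications and do not say whether a replicate number marks the same plants or the same day. The main fit therefore held no replicate term, and a fit with the replicate number as a block was an alternative. Correlations of the residuals between libraries with the same number at different times were checked, and in 0 of 27 pairs of times did all 3 exceed 0.1. To make the FPKM values, the authors filtered the reads for quality, mapped the reads of all 3 species with HISAT to the genome of *G. raimondii* (JGI assembly), assembled and quantified transcripts in each species with StringTie and tested for differences with Ballgown. The versions of HISAT and StringTie are not given in the sources used here, and no scaling between libraries is stated. The files of 2 libraries of *G. thurberi* also hold columns of other libraries, which repeat the values of those libraries with 0 values that differ, and each library was read once. No raw reads were analysed here.

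A library's values give one FPKM per locus, and the loci of each species come from an assembly of its own, with 38547, 39858 and 40309 loci in *G. raimondii*, *G. trilobum* and *G. thurberi*. A *G. raimondii* gene ID was represented by the locus that holds its annotated transcript, or by the single locus that names it. This rule was chosen after the files had been seen, whereas the tests, thresholds, gene lists and most of the alternatives were fixed before the data were examined. The species were compared over the 28392 gene IDs with a locus of their own in each. FPKM has no read count beside it, so no counting interval was given, and precision rests on 3 replicates per group. The depth per group stands with the data collected, from the paper's Supplementary Table 1.

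The tests used limma 3.58.1 in R 4.3.3 (with data.table 1.17.8) on log2(FPKM + 1), with loci of an FPKM of at least 1 in at least 3 of the 9 libraries of a species and tissue, and with adjusted p under 0.05 by the method of Benjamini and Hochberg. Both later times were compared with 0 h, which makes 18 comparisons. A second count took the paper's thresholds, a log2 fold change of at least 1 and an unadjusted p under 0.05 at either time. The interaction of species and time was tested by an F test over 4 coefficients in the 27 libraries of a tissue. Overlaps of genes between species, Gene Ontology terms and KEGG pathways of 10 to 2000 genes were tested by one-sided Fisher's exact tests. Files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

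Gene lists were made from the descriptions of the loci. They were pathogenesis-related proteins (44, 42 and 44 loci in *G. raimondii*, *G. trilobum* and *G. thurberi*), WRKY transcription factors, ethylene response factors, peroxidases, superoxide dismutases, catalases, glutathione S-transferases, jasmonate synthesis and signalling, NBS-LRR disease resistance proteins, heat shock proteins, photosynthesis, endodermis and root uptake, and homologs of 3 biotic stress genes the paper names. The lists of phenylpropanoid and lignin synthesis, of gossypol synthesis and of secondary wall and xylem matched no description, those of receptor-like kinases with leucine-rich repeats and of cytosolic ribosomal proteins matched at most 1, and that of the circadian clock matched 1, so these were not tested. For this reason, after the annotation had been seen and before any test, 8 KEGG pathways were added, namely circadian rhythm, plant-pathogen interaction, plant hormone signal transduction, phenylpropanoid biosynthesis, flavonoid biosynthesis, ribosome, protein processing in endoplasmic reticulum and ABC transporters. The 166 ABC genes are those of the paper's Supplementary Table 2. Each list was tested against the other genes with camera, with a preset correlation of 0.01 and, as an alternative, with an estimated correlation, with which no list passed in any comparison. At 0 h, the mean log2 FPKM of the photosynthesis list was 1.15 to 1.36 in the roots, 5.39 to 5.63 in the stems and 6.58 to 6.81 in the leaves of *G. raimondii*. It was 1.41 to 2.56, 5.25 to 5.46 and 6.63 to 6.90 in *G. trilobum*, with the highest of its roots in replicate 3, and 1.31 to 1.79, 4.90 to 5.14 and 6.76 to 7.19 in *G. thurberi*. In the roots of *G. trilobum* it was 1.58 to 2.36 at 12 h, again highest in replicate 3, and 1.42 to 1.51 at 48 h. The list of endodermis and root uptake did not separate roots from stems at 0 h in any species.

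The genes named as examples came from a rule. It took, for each comparison, the 5 rising and the 5 falling genes with the largest fold change among those with a description, an adjusted p under 0.05, groups that do not overlap (which 10% of genes show by chance with 3 against 3) and a mean FPKM of at least 5 in the higher group, then up to 2 genes per direction and list, all genes the paper names and the 44 genes of RT-qPCR. From these, examples whose call held without any 1 library were preferred, a choice made after their values were seen, and ABC genes were also named from the table of all ABC genes. The tests were run on simulated data first, drawn from a normal distribution with the mean and spread of each gene in the real libraries. Changes were planted in genes with a mean log2(FPKM + 1) of at least 3. A change of 1 on the log2 scale was recovered for 24 to 65% of these genes. For a change of 2 it was 78 to 90%, depending on the comparison. Genes of lower level were not covered. Alternatives were a pseudocount of 0.1, no filter, median-ratio size factors, the replicate number as a block, 1 fit over the 27 libraries of a species, a test in the style of Ballgown (a linear model without moderation, with a covariate for library size, for each time and 0 h), each time alone, both times, and leaving out each library. FPKM totals made equal, with and without the 20 highest loci, were added after the data had been seen. RT-qPCR, gene silencing, enzyme and disease measurements were not analysed here.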

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

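The tests of the time of day relative to all genes and of rescaling without the highest loci, and the counts over other splits of the libraries, were chosen after the result had been seen. The course over time differed between the species for 3470 genes in roots, 12049 in stems and 11616 in leaves by the interaction of species and time. The times were shuffled among the libraries of each species in 100 splits, the real one included. The real split gave the largest count in each tissue (1 of 100 splits as large). The highest of the others were 1705, 2444 and 4397. The species labels stayed in place, so these splits bear on a change over time in any species. They cannot exclude chance for a difference between the species. Among the ABC genes the interaction passed for 21 in roots, 55 in stems and 46 in leaves. These were 25, 63.2 and 49.5% of the ABC genes tested, against 15.9, 54.8 and 53.4% of all genes. The paper gives no RNA levels for jasmonate or WRKY genes. Of 35 jasmonate genes, 18 rose in the roots of *G. thurberi* at 48 h, and 36 of 103 WRKY genes rose in the roots of *G. trilobum* at 48 h.

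Changes at 12 h after inoculation may include changes with the time of day, since plants without the fungus at 12 h are not among the libraries. Only 1 gene matched the clock list made from descriptions, which is too few for a share. For the genes of circadian rhythm in KEGG, the share changed at 12 h was not above that of all genes, or not above that at 48 h, in 6 of the 9 pairs of species and tissue. The bound against the time of day, set before the test, was at least 5 such pairs, so it was met. Each of the 6 was so only against 48 h, when all genes changed more, as in *G. trilobum* leaves with 5.3% of all genes at 12 h and 31.1% at 48 h. For this reason the bound was taken as unable to separate the explanations, an exception that was not part of it as first set. Relative to all genes, the share of circadian rhythm genes had a ratio above 1 at 12 h that was higher than at 48 h in 7 of the 9 pairs, as in *G. trilobum* leaves (6.29 and 1.79), with *G. thurberi* roots among them, where 17 genes changed at 12 h, and without the stems and leaves of *G. raimondii*, while the other 7 KEGG lists had a higher ratio at 12 h in 1 to 5 pairs. The time of day and the inoculation cannot be told apart at 12 h by the clock list or by this design, and both stay open.

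In leaves at 48 h, falling genes made up 81.5% of the changed genes in *G. trilobum* and 77.5% in *G. thurberi*, while the 20 highest loci took 26.3 to 30.3% and 25.4 to 27.5% of the FPKM total. A few genes taking most of the FPKM total could lower the values of the others, and the highest share of falling genes after median-ratio size factors was 47.2%, but these factors set the median near 0 by construction and decide nothing. With the 20 highest loci left out and the totals made equal, the median of all genes kept 0.73 of its size in *G. trilobum* and 0.57 in *G. thurberi*, with 74.7% and 64.5% of changed genes falling, which argues against these loci as the whole cause. A part of it by these loci, another difference in scale between the libraries, and a response of the plants stay open, the last untested.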

How the results depend on the processing

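The Ballgown-style test at 12 h alone and at 48 h alone, the equal FPKM totals, the alternatives for ABC genes rising and those for the KEGG lists were chosen after the data had been seen. Of 1218 alternatives of 114 counts and values at the conclusions, 897 kept the direction and the side of the threshold or stayed within 1.5 times the value, 9 lost a call, 5 gained one, 296 moved further and 11 reversed. Of 16238 alternatives of 1154 single genes and lists, 12924 stayed and 3314 lost the call, and none reversed. These genes and lists were taken because they had passed, so they could lose a call and not gain one. Each time alone and both times in the same direction hold fewer comparisons by construction, and the cause was not tested for the other settings. Without read counts, depth sets no limit that can be given here.

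Values in parentheses are those reported in the text. With 12 h alone, genes changed at the paper thresholds numbered 2527 (4166) in *G. raimondii* leaf, 973 (2221) in *G. raimondii* root, 1827 (5903) in *G. thurberi* leaf, 277 (2726) in *G. thurberi* root, 529 (3459) in *G. thurberi* stem, 1024 (4017) in *G. trilobum* leaf, 1517 (3792) in *G. trilobum* root, 1442 (4171) in *G. trilobum* stem, and the ratio of shared genes to chance was 212.24 (8.5) in leaf falling all 3 species, 88.13 (28.67) in root falling all 3 species, 136.08 (23.53) in root rising all 3 species, 39.3 (12.44) in stem falling all 3 species, 75.27 (33.95) in stem rising all 3 species. With 48 h alone, genes changed at the paper thresholds numbered 2558 (4166) in *G. raimondii* leaf, 1140 (4149) in *G. raimondii* stem, and the ratio of shared genes to chance was 57.38 (16.72) in leaf rising all 3 species. With adjusted p under 0.05, GO terms in roots numbered 9 (41) in *G. thurberi*, 23 (52) in *G. trilobum*, and KEGG pathways in roots numbered 1 (9) in *G. thurberi*, and the ratio of shared genes to chance was 3.38 (8.5) in leaf falling all 3 species, 7.07 (16.72) in leaf rising all 3 species, 3.95 (28.67) in root falling all 3 species, 8.15 (23.53) in root rising all 3 species, 1.08 (2.81) in root rising *G. raimondii* and *G. thurberi*, 2.67 (12.44) in stem falling all 3 species, 5.02 (33.95) in stem rising all 3 species. With all annotated genes as background, GO terms in roots numbered 25 (41) in *G. thurberi*. With the Ballgown-style test, genes changed at the paper thresholds numbered 2185 (4149) in *G. raimondii* stem, 2569 (5903) in *G. thurberi* leaf, 1655 (2726) in *G. thurberi* root, 1794 (3459) in *G. thurberi* stem, 1927 (4017) in *G. trilobum* leaf, 1624 (3792) in *G. trilobum* root, 2432 (4171) in *G. trilobum* stem. With the Ballgown-style test at 12 h alone, genes changed at the paper thresholds numbered 597 (2221) in *G. raimondii* root, 1455 (4149) in *G. raimondii* stem, 606 (5903) in *G. thurberi* leaf, 184 (2726) in *G. thurberi* root, 398 (3459) in *G. thurberi* stem, 856 (4017) in *G. trilobum* leaf, 530 (3792) in *G. trilobum* root, 995 (4171) in *G. trilobum* stem. With the Ballgown-style test at 48 h alone, genes changed at the paper thresholds numbered 1155 (4166) in *G. raimondii* leaf, 1222 (2221) in *G. raimondii* root, 891 (4149) in *G. raimondii* stem, 2056 (5903) in *G. thurberi* leaf, 1510 (2726) in *G. thurberi* root, 1446 (3459) in *G. thurberi* stem, 1265 (4017) in *G. trilobum* leaf, 1214 (3792) in *G. trilobum* root, 1578 (4171) in *G. trilobum* stem. With both times in the same direction, genes changed at the paper thresholds numbered 822 (4166) in *G. raimondii* leaf, 288 (2221) in *G. raimondii* root, 450 (4149) in *G. raimondii* stem, 384 (5903) in *G. thurberi* leaf, 99 (2726) in *G. thurberi* root, 279 (3459) in *G. thurberi* stem, 340 (4017) in *G. trilobum* leaf, 726 (3792) in *G. trilobum* root, 932 (4171) in *G. trilobum* stem. With camera and an estimated correlation, 0 in place of 3 comparisons passed for the ABC genes as a set, and 0 calls in place of 59 were made for the lists from descriptions, and 0 calls in place of 53 were made for the KEGG lists. With equal FPKM totals, genes changed numbered 7904 (5105) in *G. raimondii* leaf 12 h, 2981 (878) in *G. thurberi* leaf 12 h. With equal FPKM totals without the 20 highest loci, genes changed numbered 2667 (5105) in *G. raimondii* leaf 12 h. With median-ratio size factors, ABC genes changed numbered 7 (14) in *G. raimondii* leaf 12 h, 1 (2) in *G. trilobum* leaf 12 h, 5 (2) in *G. trilobum* root 12 h, and ABC genes rising in any comparison numbered 29 (17) in *G. trilobum*, and the difference between ABC genes rising in *G. thurberi* alone and in *G. raimondii* alone was -8 (exact p = 0.256) in place of -20 (exact p = 0.00166), and genes changed numbered 1404 (5105) in *G. raimondii* leaf 12 h, 2351 (3715) in *G. raimondii* leaf 48 h, 458 (878) in *G. thurberi* leaf 12 h, 10 (17) in *G. thurberi* root 12 h, 2871 (4694) in *G. thurberi* root 48 h, 1217 (1839) in *G. trilobum* stem 12 h, and log2 fold change of Gorai.007G244600 was 0.121 (adjusted p = 0.623) in place of -0.02 (adjusted p = 0.932) in *G. thurberi* stem 48 h, 0.89 (adjusted p = 0.0448) in place of 0.47 (adjusted p = 0.113) in *G. trilobum* leaf 48 h. With no filter, 1 in place of 3 comparisons passed for the ABC genes as a set, and ABC genes changed numbered 4 (1) in *G. thurberi* leaf 12 h, 2 (1) in *G. thurberi* stem 12 h, 1 (2) in *G. trilobum* root 12 h, and genes changed numbered 1547 (878) in *G. thurberi* leaf 12 h, 255 (666) in *G. trilobum* root 12 h. With 1 fit over 27 libraries, ABC genes changed numbered 34 (14) in *G. raimondii* leaf 12 h, 50 (23) in *G. raimondii* leaf 48 h, 8 (14) in *G. raimondii* stem 48 h, 26 (1) in *G. thurberi* leaf 12 h, 1 (0) in *G. thurberi* root 12 h, 28 (17) in *G. thurberi* root 48 h, 7 (1) in *G. thurberi* stem 12 h, 37 (24) in *G. trilobum* leaf 48 h, 15 (2) in *G. trilobum* root 12 h, 10 (6) in *G. trilobum* stem 12 h, and genes changed numbered 9672 (5105) in *G. raimondii* leaf 12 h, 8246 (3715) in *G. raimondii* leaf 48 h, 2241 (3390) in *G. raimondii* stem 48 h, 5962 (878) in *G. thurberi* leaf 12 h, 81 (17) in *G. thurberi* root 12 h, 7623 (4694) in *G. thurberi* root 48 h, 2189 (1241) in *G. trilobum* leaf 12 h, 2798 (666) in *G. trilobum* root 12 h, and log2 fold change of Gorai.007G244600 was 0.60 (adjusted p = 0.111) in place of 0.60 (adjusted p = 0.0286) in *G. raimondii* root 48 h. At the paper thresholds, ABC genes rising in any comparison numbered 11 (17) in *G. trilobum*, and the difference between ABC genes rising in *G. thurberi* alone and in *G. raimondii* alone was -10 (exact p = 0.0987) in place of -20 (exact p = 0.00166). With a pseudocount of 0.1, ABC genes changed numbered 5 (8) in *G. raimondii* root 12 h, 0 (1) in *G. thurberi* leaf 12 h, 1 (2) in *G. trilobum* leaf 12 h, 1 (2) in *G. trilobum* root 12 h, and genes changed at the paper thresholds numbered 3347 (2221) in *G. raimondii* root, 6158 (4017) in *G. trilobum* leaf, and genes changed numbered 1021 (1575) in *G. raimondii* root 12 h, 221 (878) in *G. thurberi* leaf 12 h, 674 (1021) in *G. thurberi* stem 12 h, 311 (666) in *G. trilobum* root 12 h, and the ratio of shared genes to chance was 5.39 (8.5) in leaf falling all 3 species, 14.67 (28.67) in root falling all 3 species. With the replicate number as a block, ABC genes changed numbered 0 (8) in *G. raimondii* root 12 h, 7 (14) in *G. raimondii* stem 48 h, 0 (1) in *G. thurberi* leaf 12 h, 0 (1) in *G. thurberi* stem 12 h, 1 (2) in *G. trilobum* leaf 12 h, 0 (2) in *G. trilobum* root 12 h, 13 (24) in *G. trilobum* root 48 h, 1 (6) in *G. trilobum* stem 12 h, and genes changed numbered 33 (1575) in *G. raimondii* root 12 h, 2719 (4121) in *G. raimondii* root 48 h, 2230 (3390) in *G. raimondii* stem 48 h, 229 (878) in *G. thurberi* leaf 12 h, 3 (17) in *G. thurberi* root 12 h, 2841 (4694) in *G. thurberi* root 48 h, 10 (1021) in *G. thurberi* stem 12 h, 703 (1241) in *G. trilobum* leaf 12 h, 20 (666) in *G. trilobum* root 12 h, 454 (1839) in *G. trilobum* stem 12 h, and log2 fold change of Gorai.007G244600 was 0.60 (adjusted p = 0.0584) in place of 0.60 (adjusted p = 0.0286) in *G. raimondii* root 48 h.

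Leaving out 1 library leaves 2 in its group, which are assumed to vary like the other groups. Genes changed then numbered 1535 (without 12 h replicate 2) to 5366 (without 48 h replicate 1) in *G. raimondii* leaf 12 h, 866 (without 48 h replicate 3) to 4013 (without 48 h replicate 1) in *G. raimondii* leaf 48 h, 48 (without 12 h replicate 2) to 1273 (without 0 h replicate 3) in *G. raimondii* root 12 h, 2085 (without 48 h replicate 1) to 3576 (without 12 h replicate 1) in *G. raimondii* root 48 h, 1694 (without 0 h replicate 2) to 3175 (without 12 h replicate 3) in *G. raimondii* stem 48 h, 18 (without 0 h replicate 3) to 4670 (without 0 h replicate 1) in *G. thurberi* leaf 12 h, 4998 (without 48 h replicate 3) to 10034 (without 0 h replicate 2) in *G. thurberi* leaf 48 h, 9 (without 0 h replicate 1) to 44 (without 12 h replicate 3) in *G. thurberi* root 12 h, 1351 (without 0 h replicate 2) to 6558 (without 12 h replicate 3) in *G. thurberi* root 48 h, 7 (without 12 h replicate 2) to 1853 (without 48 h replicate 3) in *G. thurberi* stem 12 h, 529 (without 0 h replicate 1) to 1322 (without 12 h replicate 3) in *G. trilobum* leaf 12 h, 3794 (without 48 h replicate 2) to 8944 (without 12 h replicate 3) in *G. trilobum* leaf 48 h, 21 (without 0 h replicate 1) to 1073 (without 12 h replicate 2) in *G. trilobum* root 12 h, 2349 (without 0 h replicate 1) to 6976 (without 12 h replicate 1) in *G. trilobum* root 48 h, 89 (without 0 h replicate 2) to 2103 (without 48 h replicate 2) in *G. trilobum* stem 12 h, 5196 (without 0 h replicate 2) to 7860 (without 12 h replicate 3) in *G. trilobum* stem 48 h. ABC genes changed numbered 5 (without 0 h replicate 1) to 16 (without 48 h replicate 1) in *G. raimondii* leaf 12 h, 7 (without 48 h replicate 2) to 26 (without 12 h replicate 1) in *G. raimondii* leaf 48 h, 0 (without 0 h replicate 1) to 9 (without 0 h replicate 3) in *G. raimondii* root 12 h, 19 (without 0 h replicate 2) to 33 (without 0 h replicate 3) in *G. raimondii* root 48 h, 5 (without 0 h replicate 2) to 15 (without 0 h replicate 1) in *G. raimondii* stem 48 h, 0 (without 0 h replicate 2) to 14 (without 0 h replicate 1) in *G. thurberi* leaf 12 h, 14 (without 0 h replicate 3) to 41 (without 0 h replicate 2) in *G. thurberi* leaf 48 h, 7 (without 0 h replicate 1) to 25 (without 12 h replicate 3) in *G. thurberi* root 48 h, 0 (without 0 h replicate 1) to 6 (without 12 h replicate 1) in *G. thurberi* stem 12 h, 0 (without 0 h replicate 2) to 4 (without 12 h replicate 3) in *G. trilobum* leaf 12 h, 12 (without 48 h replicate 2) to 32 (without 12 h replicate 3) in *G. trilobum* leaf 48 h, 0 (without 0 h replicate 1) to 4 (without 12 h replicate 2) in *G. trilobum* root 12 h, 8 (without 0 h replicate 1) to 29 (without 12 h replicate 1) in *G. trilobum* root 48 h, 0 (without 0 h replicate 2) to 8 (without 48 h replicate 3) in *G. trilobum* stem 12 h, 21 (without 0 h replicate 2) to 33 (without 12 h replicate 3) in *G. trilobum* stem 48 h. The log2 fold change of Gorai.007G244600 was -0.052 (without 0 h replicate 1) to 0.179 (without 0 h replicate 3) in *G. raimondii* root 12 h, 0.458 (without 0 h replicate 1) to 0.688 (without 0 h replicate 3) in *G. raimondii* root 48 h, -0.055 (without 12 h replicate 2) to 0.276 (without 12 h replicate 3) in *G. raimondii* stem 12 h, 0.499 (without 0 h replicate 3) to 0.639 (without 0 h replicate 2) in *G. raimondii* stem 48 h, -0.304 (without 12 h replicate 1) to 0.037 (without 12 h replicate 3) in *G. thurberi* root 12 h, -0.559 (without 0 h replicate 1) to -0.442 (without 0 h replicate 2) in *G. thurberi* root 48 h, -0.146 (without 48 h replicate 2) to 0.062 (without 0 h replicate 2) in *G. thurberi* stem 48 h, 0.322 (without 0 h replicate 2) to 0.578 (without 0 h replicate 1) in *G. trilobum* leaf 48 h, -0.059 (without 0 h replicate 2) to 0.163 (without 0 h replicate 3) in *G. trilobum* root 48 h, -0.759 (without 0 h replicate 3) to -0.554 (without 0 h replicate 1) in *G. trilobum* stem 12 h. The interaction in leaf held 29 (without *G. raimondii* replicate 2) to 44 (without *G. raimondii* replicate 3) ABC genes. The interaction in root held 11 (without *G. raimondii* replicate 1) to 22 (without *G. trilobum* replicate 1) ABC genes. The interaction in root held 1861 (without *G. raimondii* replicate 2) to 4000 (without *G. thurberi* replicate 3) genes. The comparisons called for the ABC genes as a set numbered 1 (without 48 h replicate 2) to 4 (without 0 h replicate 3).

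The sign of the fold change of Gorai.007G244600 reversed in 11 alternatives, none of them with a call. It was -0.052 without 0 h replicate 1 in the roots of *G. raimondii* at 12 h. For the stems of *G. raimondii* at 12 h it was -0.023 without 0 h replicate 3, -0.035 without 12 h replicate 1 and -0.055 without 12 h replicate 2. Roots of *G. thurberi* at 12 h gave 0.037 without 12 h replicate 3, and in the roots of *G. trilobum* at 48 h -0.059 without 0 h replicate 2. Stems of *G. thurberi* at 48 h gave 0.121 with median-ratio size factors, 0.006 without 0 h replicate 1, 0.062 without 0 h replicate 2, 0.046 without 48 h replicate 1 and 0.028 without 48 h replicate 3.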

Differences from the paper's values

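The counts of all genes set beside the paper's are at its stated thresholds, a log2 fold change of at least 1 and p under 0.05, and those of ABC genes are given at these thresholds and by adjusted p. The paper's text does not name the time comparison behind its counts, and the counts here take either time. Stems of *G. raimondii* held 4149 changed genes, and the paper's count is 2319. Of the alternatives set before the data were examined, the Ballgown-style test gave 2185, which does not differ by more than 1.5 times. The others differ, with 3530 at 12 h alone, 1140 at 48 h alone, 450 at both times in the same direction, 6043 with a pseudocount of 0.1, 4167 with no filter, 4070 with median-ratio size factors, 4171 with the replicate number as a block and 3834 to 4521 without 1 library. For a single time, an alternative chosen after seeing the values, the Ballgown-style test gave 1455 genes at 12 h alone, which is also more than 1.5 times below the paper's count, and 891 at 48 h alone. At either time the same test gave 1624, 2432 and 1927 genes in the roots, stems and leaves of *G. trilobum*. It gave 1794 and 2569 in the stems and leaves of *G. thurberi*. Each of these lies more than 1.5 times below the paper's count, unlike the limma counts.

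Rising genes in the stems of *G. raimondii* numbered 1604, and the paper's number is about 960 in Fig. 3, read by eye. Of the alternatives set before the data were examined, those that do not differ are 12 h alone with 1267 and the Ballgown-style test with 909. Those that differ are 48 h alone with 402, both times with 65, a pseudocount of 0.1 with 2296, no filter with 1619, median-ratio size factors with 1932, the block with 1623 and leaving out 1 library with 1458 to 1824. In the same stems 2616 genes fell, and the paper's number is about 1400 in Fig. 3, read by eye. Of the alternatives set before the data were examined, the Ballgown-style test with 1305 does not differ. The others differ, with 2263 at 12 h alone, 738 at 48 h alone, 385 at both times, 3914 with a pseudocount of 0.1, 2619 with no filter, 2208 with median-ratio size factors, 2626 with the block and 2436 to 2802 without 1 library.

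Genes shared by all 3 species, matched by gene ID, numbered 49 rising in roots, 129 rising in stems and 174 rising in leaves, and 199 falling in roots, 257 falling in stems and 190 falling in leaves. The paper's numbers in Fig. 3, read by eye, are about 1, about 1 and about 3 for rising genes and about 0, about 7 and about 13 for falling genes. Every alternative set before the data were examined differs as well, with, in the same order, 49, 238, 250, 314, 1201 and 283 by adjusted p, 5, 19, 38, 8, 23 and 38 at 12 h alone, 20, 29, 111, 187, 41 and 107 at 48 h alone, 63, 178, 236, 323, 497 and 306 with a pseudocount of 0.1. Matched by the locus number of each assembly, a setting added after the files had been seen, 2, 5 and 4 rising and 4, 10 and 16 falling genes are shared in roots, stems and leaves.

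In some places the results go another way than a statement of the paper. The paper states that the upregulated genes were more numerous in *G. thurberi* and *G. trilobum*. In roots 1242 and 1699 rose against 884 in *G. raimondii*, as stated, while in leaves 2201 and 1163 rose against 3006, and in stems 1673 in *G. thurberi* is above and 1358 in *G. trilobum* below the 1604 of *G. raimondii*. With median-ratio size factors the statement holds in each tissue, with 1784 and 2152 against 940 in roots, 1967 and 2042 against 1932 in stems and 2625 and 1886 against 1703 in leaves. With the Ballgown-style test it holds in roots (1005 and 1040 against 619) and stems (918 and 1287 against 909) and not in leaves (1144 and 902 against 2325). The paper states that falling genes outnumbered rising ones. This held in 8 of the 9 counts and not in the leaves of *G. raimondii*, with 3006 rising and 1257 falling. With median-ratio size factors it holds there, with 1703 rising and 2065 falling, in the roots (940 and 1293) and stems (1932 and 2208) of *G. raimondii* and in the leaves of *G. thurberi* (2625 and 2805), and not in the roots and stems of *G. thurberi* or in any tissue of *G. trilobum*. With the Ballgown-style test it holds in the roots (619 and 1055) and stems (909 and 1305) of *G. raimondii* and in the leaves of *G. trilobum* (902 and 1047) and *G. thurberi* (1144 and 1477), and not in the other 5. The paper states that more ABC genes were induced in *G. thurberi* than in the others, by RNA sequencing and RT-qPCR, while at its thresholds 42 rose in *G. raimondii*, 11 in *G. trilobum* and 23 in *G. thurberi*. By adjusted p these were 58, 17 and 27, and 57, 29 and 39 with median-ratio size factors. Of the ABC genes measured in all 3 species, 10 rose in *G. thurberi* and not in *G. raimondii* and 20 the other way at the paper's thresholds (exact p = 0.0987), 9 and 29 by adjusted p (exact p = 0.00166) and 15 and 23 with median-ratio size factors (exact p = 0.256), so whether this difference passes rests on the setting. More rose in *G. thurberi* than in *G. trilobum*, with 13 and 4 (exact p = 0.049), 15 and 5 (exact p = 0.0414) and 17 and 6 (exact p = 0.0347). These exact p values take the genes as independent and do not measure the variation between plants. The share of all genes rising at least once was not counted, so these ABC counts were not set against all genes. The paper names a microRNA pathway for the ABC genes, and that pathway held 0 of the ABC loci here, whereas ABC transporters held 37, 37 and 36 and bile secretion 22, 22 and 21. The paper calls Gorai.007G244600 highly upregulated and chose it by RNA expression and by RT-qPCR, which was not analysed here. By FPKM at the paper's thresholds, the gene rose only in the leaves of *G. thurberi* at 48 h. By adjusted p it rose in 2 of 18 comparisons, by a log2 fold change of 1.18 in the leaves of *G. thurberi* and 0.60 in the roots of *G. raimondii*, and fell in 1.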

Other observations

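The counts over other splits of the libraries were chosen after the results had been seen, and the comparison by locus number before. One list pools homologs of the 3 biotic stress genes of the paper (polyamine oxidase, ribosomal protein L18 and polygalacturonase-inhibiting protein). Genes of this list fell in the roots of *G. raimondii* and *G. trilobum* at 48 h. The list was not split by family, so its counts do not show a fall of each of the 3 families. Of 17 in *G. raimondii*, 0 rose (0 at an unadjusted p under 0.05) and 10 fell (the same counts adjusted over the list alone, adjusted p = 0.000157 from camera, and adjusted p = 0.44 with an estimated correlation), and in *G. trilobum* 0 rose (0 at an unadjusted p under 0.05) and 12 fell (0 and 13 adjusted over the list alone) of 20 (adjusted p = 0.0128 from camera, and adjusted p = 0.828 with an estimated correlation). In the roots of *G. thurberi* the set also lay below other genes, where 0 rose (0 at an unadjusted p under 0.05) and 2 fell (0 and 0 adjusted over the list alone) of 19 (adjusted p = 0.0379 from camera, and adjusted p = 0.886 with an estimated correlation; 0 and 0 after median-ratio size factors), a call of camera lost without 0 h replicate 1 or 3 (0.0781 and 0.0502) or 48 h replicate 3 (0.0866). In stems at 48 h they rose in *G. trilobum*, where 10 rose and 1 fell (12 and 1 adjusted over the list alone) of 20 (adjusted p = 7.01e-06 from camera, and adjusted p = 0.498 with an estimated correlation), and fell in *G. thurberi*, where 0 rose (0 at an unadjusted p under 0.05) and 12 fell (the same counts adjusted over the list alone) of 18 (adjusted p = 0.00365 from camera, and adjusted p = 0.64 with an estimated correlation). The ribosomal protein gene Gorai.005G010200 fell from 86.8 ± 15.0 to 40.1 ± 2.09 FPKM (SD, n = 3, log2 fold change -1.08, standard error 0.14, adjusted p = 0.00341) in the roots of *G. raimondii*. The LEA-14 gene Gorai.009G141800, of the late embryogenesis abundant proteins, fell from 54.5 ± 4.96 to 1.42 ± 0.390 FPKM (SD, n = 3, log2 fold change -4.53, standard error 0.23, adjusted p = 9.14e-05) in the stems of *G. thurberi* at 48 h. In the leaves of *G. raimondii* at 12 h the asparagine synthase gene Gorai.006G105200 rose from 2.24 ± 0.490 to 131 ± 76.4 FPKM (SD, n = 3, log2 fold change 5.21, standard error 0.41, adjusted p = 0.00139) and the aquaporin gene Gorai.007G372700 rose from 10.5 ± 12.0 to 346 ± 188 FPKM (SD, n = 3, log2 fold change 5.27, standard error 0.69, adjusted p = 0.00534).

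Among further lists, ethylene response factors lay above other genes in *G. trilobum* roots at 48 h, where 26 rose and 18 fell (27 and 21 adjusted over the list alone) of 122 (adjusted p = 0.00123 from camera, and adjusted p = 0.64 with an estimated correlation; 32 and 11 after median-ratio size factors). The AP2/ERF gene Gorai.007G086100 was listed at 0 in the roots of *G. thurberi* at 0 h and at 94.7 ± 5.68 FPKM at 48 h (SD, n = 3, adjusted p = 0.00695). Plant-pathogen interaction of KEGG lay above other genes in *G. thurberi* roots at 48 h, where 26 rose and 9 fell (29 and 15 adjusted over the list alone) of 109 (adjusted p = 1.18e-05 from camera, and adjusted p = 0.127 with an estimated correlation; 30 and 4 after median-ratio size factors), and plant hormone signal transduction in *G. thurberi* stems at 48 h, where 44 rose and 18 fell (the same counts adjusted over the list alone) of 190 (adjusted p = 0.000802 from camera, and adjusted p = 0.761 with an estimated correlation; 57 and 13 after median-ratio size factors). Protein processing in endoplasmic reticulum lay below other genes in *G. raimondii* stems at 12 h, where 31 rose and 96 fell (31 and 100 adjusted over the list alone) of 238 (adjusted p = 0.0163 from camera, and adjusted p = 0.884 with an estimated correlation; 37 and 78 after median-ratio size factors). Glutathione S-transferases lay below other genes in *G. trilobum* leaves at 12 h, where 0 rose (2 at an unadjusted p under 0.05) and 4 fell (0 and 8 adjusted over the list alone) of 38 (adjusted p = 0.0079 from camera, and adjusted p = 0.546 with an estimated correlation; 0 and 5 after median-ratio size factors). Of 45 circadian rhythm genes 0 rose (7 at an unadjusted p under 0.05) and 8 fell (3 and 10 adjusted over the list alone) in *G. thurberi* leaves at 12 h (adjusted p = 0.000895 from camera, and adjusted p = 0.761 with an estimated correlation; 0 and 9 after median-ratio size factors), where the 878 genes of any kind were 18 without 0 h replicate 3. No comparison was called by camera for NBS-LRR proteins (lowest adjusted p = 0.377), root uptake genes (lowest adjusted p = 0.0522) or phenylpropanoid biosynthesis (lowest adjusted p = 0.0934). In *G. thurberi* leaves at 48 h 3 rose and 28 fell (3 and 34 adjusted over the list alone) of 65 phenylpropanoid genes.

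The paper's Fig. 3 shows few genes shared between the species. A candidate explanation is that locus numbers of separate assemblies, which name different genes in each species, were matched. Matched by locus number, shared genes numbered 0.62 to 1.22 times the chance number over the 18 pairs of species, tissue and direction (lowest adjusted p = 0.205), while matched by gene ID the median ratio was 3.575, and in 16 of 18 pairs the ratio was at least 2 by gene ID and 0.5 to 2 by locus number. With genes taken by adjusted p the median ratio by gene ID was 1.67, and 5 of the 18 pairs had a ratio of at least 2. The values by locus number are what such a match would give, and how the authors matched the genes was not tested and is not given in the sources used here.

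With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The genes changed, with the highest count of another split in parentheses, were 1575 (13) in *G. raimondii* root 12 h, 4121 (9) in *G. raimondii* root 48 h, 11243 (7) in *G. raimondii* stem 12 h, 3390 (17) in *G. raimondii* stem 48 h, 5105 (7) in *G. raimondii* leaf 12 h, 3715 (5) in *G. raimondii* leaf 48 h, 666 (10) in *G. trilobum* root 12 h, 6160 (4) in *G. trilobum* root 48 h, 1839 (10) in *G. trilobum* stem 12 h, 8180 (6) in *G. trilobum* stem 48 h, 1241 (660) in *G. trilobum* leaf 12 h, 7288 (3) in *G. trilobum* leaf 48 h, 17 (92) in *G. thurberi* root 12 h, 4694 (9) in *G. thurberi* root 48 h, 1021 (11) in *G. thurberi* stem 12 h, 8693 (6) in *G. thurberi* stem 48 h, 878 (29) in *G. thurberi* leaf 12 h, 8507 (4) in *G. thurberi* leaf 48 h. The real split was the largest (1 of 10 splits) in all of these but the roots of *G. thurberi* at 12 h (2 of 10 splits), where another split called several times the real count. The reason for this was not tested. In *G. trilobum* leaves at 12 h another split also called 660 genes. Replicate 3 was nearest to a 0 h library in both of these, the *G. thurberi* roots and the *G. trilobum* leaves at 12 h, and 44 genes passed in those roots without it. In the roots of *G. thurberi* at 12 h 1492 genes had an unadjusted p under 0.05. The ABC genes changed were 8 (0) in *G. raimondii* root 12 h, 32 (0) in *G. raimondii* root 48 h, 39 (0) in *G. raimondii* stem 12 h, 14 (0) in *G. raimondii* stem 48 h, 14 (0) in *G. raimondii* leaf 12 h, 23 (0) in *G. raimondii* leaf 48 h, 2 (0) in *G. trilobum* root 12 h, 24 (0) in *G. trilobum* root 48 h, 6 (0) in *G. trilobum* stem 12 h, 33 (0) in *G. trilobum* stem 48 h, 2 (3) in *G. trilobum* leaf 12 h, 24 (0) in *G. trilobum* leaf 48 h, 0 (0) in *G. thurberi* root 12 h, 17 (0) in *G. thurberi* root 48 h, 1 (0) in *G. thurberi* stem 12 h, 34 (0) in *G. thurberi* stem 48 h, 1 (0) in *G. thurberi* leaf 12 h, 30 (0) in *G. thurberi* leaf 48 h, with the same number of splits, except for 2 of 10 splits in *G. trilobum* leaf 12 h and 10 of 10 splits in *G. thurberi* root 12 h, where limma called 0 ABC genes and, at an unadjusted p under 0.05, 3 rose and 6 fell. At the paper thresholds, 100 splits were drawn, and the genes changed were 2221 (1942, 1 of 100 splits) in *G. raimondii* root, 4149 (4927, 2 of 100 splits) in *G. raimondii* stem, 4166 (4076, 1 of 100 splits) in *G. raimondii* leaf, 3792 (3097, 1 of 100 splits) in *G. trilobum* root, 4171 (3216, 1 of 100 splits) in *G. trilobum* stem, 4017 (4348, 4 of 100 splits) in *G. trilobum* leaf, 2726 (2912, 3 of 100 splits) in *G. thurberi* root, 3459 (3297, 1 of 100 splits) in *G. thurberi* stem, 5903 (8259, 6 of 100 splits) in *G. thurberi* leaf. The share was under 0.05 in all of these but the leaves of *G. thurberi*, without adjustment for the number of shares. In the stems of *G. raimondii*, the leaves of *G. trilobum* and the roots of *G. thurberi* another split called more genes than the real one. A split of 9 libraries over 3 times can keep real differences between the times. This happens where libraries of a later time take the place of the 0 h group. A larger count in such a split is therefore no sign of chance, and the splits do not exclude chance either.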
